# Increased Development of Th1, Th17, and Th1.17 Cells Under T1 Polarizing Conditions in Juvenile Idiopathic Arthritis

**DOI:** 10.3389/fimmu.2022.848168

**Published:** 2022-07-04

**Authors:** Anna E. Patrick, Kayla Shoaff, Tashawna Esmond, David M. Patrick, David K. Flaherty, T Brent Graham, Philip S. Crooke, Susan Thompson, Thomas M. Aune

**Keywords:** juvenile idiopathic arthritis (JIA), interferon gamma (IFNγ), interleukin 17 (IL-17), T cell, T helper cell (Th), Th1.17, Th1 polarization, Th17

## Abstract

In juvenile idiopathic arthritis (JIA) inflammatory T cells and their produced cytokines are drug targets and play a role in disease pathogenesis. Despite their clinical importance, the sources and types of inflammatory T cells involved remain unclear. T cells respond to polarizing factors to initiate types of immunity to fight infections, which include immunity types 1 (T1), 2 (T2), and 3 (T17). Polarizing factors drive CD4^+^ T cells towards T helper (Th) cell subtypes and CD8^+^ T cells towards cytotoxic T cell (Tc) subtypes. T1 and T17 polarization are associated with autoimmunity and production of the cytokines IFNγ and IL-17 respectively. We show that JIA and child healthy control (HC) peripheral blood mononuclear cells are remarkably similar, with the same frequencies of CD4^+^ and CD8^+^ naïve and memory T cell subsets, T cell proliferation, and CD4^+^ and CD8^+^ T cell subsets upon T1, T2, and T17 polarization. Yet, under T1 polarizing conditions JIA cells produced increased IFNγ and inappropriately produced IL-17. Under T17 polarizing conditions JIA T cells produced increased IL-17. Gene expression of IFNγ, IL-17, Tbet, and RORγT by quantitative PCR and RNA sequencing revealed activation of immune responses and inappropriate activation of IL-17 signaling pathways in JIA polarized T1 cells. The polarized JIA T1 cells were comprised of Th and Tc cells, with Th cells producing IFNγ (Th1), IL-17 (Th17), and both IFNγ-IL-17 (Th1.17) and Tc cells producing IFNγ (Tc1). The JIA polarized CD4^+^ T1 cells expressed both Tbet and RORγT, with higher expression of the transcription factors associated with higher frequency of IL-17 producing cells. T1 polarized naïve CD4^+^ cells from JIA also produced more IFNγ and more IL-17 than HC. We show that in JIA T1 polarization inappropriately generates Th1, Th17, and Th1.17 cells. Our data provides a tool for studying the development of heterogeneous inflammatory T cells in JIA under T1 polarizing conditions and for identifying pathogenic immune cells that are important as drug targets and diagnostic markers.

## Introduction

Juvenile idiopathic arthritis (JIA) is the most common autoimmune arthritis in children. Effective therapies for JIA include disease-modifying anti-rheumatic drugs (DMARDs) and biologics that target T cell activation and inflammatory cytokines (1, 2). Most JIA patients attain inactive disease with therapies; however, the likelihood of disease flare is over 50% in the first 2 years after attaining inactive disease (3, 4). Moreover, chronically uncontrolled JIA occurs in half of patients that require multiple DMARDs during treatment (5). Critical needs exist for a personalized approach to current therapies and development of new therapies. Meeting this critical need is hindered by our poor understanding of how inflammatory T cells and cytokines develop in JIA.

In JIA, the clinical and biologic phenotypes are diverse (6). JIA patients with the same clinical subtype can have different biologic phenotypes. Clinical subtypes include more or less involved joints at onset (polyarticular and oligoarticular respectively) and are further subdivided by criteria such as rheumatoid factor (RF), and HLA-B27 positivity and presence of psoriasis in patient or family members (7). The systemic JIA subtype has features of autoinflammatory disease and is distinct (7). The peak JIA incidence is 1-5 years old (8), which is especially true for oligoarticular and polyarticular RF negative subtypes. At this age, the immune system is shifting from more naïve to memory T cells (9, 10). In JIA conflicting evidence exists about whether naïve and memory T cell frequencies are different from healthy children (11–13).

T cells play a major role in adaptive cell immunity. There are at least 3 types of cell-medicated effector immunity, type 1 (T1), type 2 (T2), and type 3 (T17) (14). Both CD4^+^ and CD8^+^ T cells are important in each immunity type and produce cytokines that stimulate the immune system to combat infections. Th1, Th2, and Th17 cells differentiate from naïve CD4^+^ cells in response to T cell receptor stimulation and combinations of polarizing cytokines. These cells selectively express signature cytokines: Th1: IFNγ and TNFα, Th2: IL-4, IL-5, and IL-13, Th17: IL-17 (15–18). Early during Th differentiation, cytokine signaling stimulates phosphorylation of STAT proteins that drives master transcription factor expression. Important STAT proteins for signaling in Th lineages include: Th1: STAT1 and STAT4, Th2: STAT5, Th17: STAT3 (15, 17). Key transcription factors are critical for differentiation of each Th lineage: Th1: Tbet, Th2: GATA3, Th17: RORγT and BATF. During differentiation, each pathway suppresses alternate pathways. CD8^+^ T cells become Tc1, Tc2, and Tc17 cells under parallel respective polarizing conditions and have the same major produced cytokines and master transcription factors, with the addition of Eomes as a Tc1 master transcription factor (14).

T1 and T17 cells and their effector cytokines are inflammatory. In polyarticular and oligoarticular JIA, more Th1 and Th17 cells are present in the synovial fluid of joints with arthritis (19–23). In oligoarticular JIA synovial fluid exhibits type 1 immunity skewing (23). Numbers of effector Th17 cells are elevated in synovial fluid cells in systemic JIA (24). Th17 cells are also found in peripheral blood of children with active JIA (25). The Th17 cell subset exhibits plasticity in autoimmune arthritis and can develop characteristics of Th1 cells (26). In JIA, a Th1-like Th17 cell, Th17.1, is present in synovial fluid and considered pathologic (26). JIA synovial fluid Th17 cells are able to shift to a Th17.1 or Th1 phenotype highlighting the cell plasticity (27). Importantly, in JIA a shift from Th17 cells to Th17.1 cells is reduced in response to treatment with the common JIA therapeutic, etanercept (28). Additionally, abnormal populations of CD8^+^ cells are found in JIA synovial fluid (29). These studies highlight that heterogeneous cell populations are involved in JIA inflammation, yet the origins of these cells are unclear.

We find that JIA peripheral blood mononuclear cells (PBMCs) undergo abnormal T cell polarization and inappropriately produce inflammatory cytokines, IFNγ and IL-17, in short-term T cell cultures that model T cell differentiation and cytokine production (14, 30, 31). With a focus on prepubescent children, we hypothesize that JIA precursor T cells are predisposed to heightened inflammation under T cell polarizing conditions.

## Materials and Methods

### Patients and Samples

JIA PBMCs from Vanderbilt Monroe Children’s Hospital and the Cincinnati Children’s Hospital Pediatric Rheumatology Tissue Repository and child healthy control (HC) PBMCs from the Cincinnati Children’s Hospital Medical Center genomic control cohort were obtained with IRB approved protocols. Isolated PBMC were stored in fetal bovine serum with 10% DMSO in liquid nitrogen.

### T Cell Cultures and Cytokines

PBMCs were cultured under T1, T2, and T17 polarizing conditions in a well-defined tissue culture model for T cell differentiation and cytokine secretion (14, 30–32). The T17 polarizing conditions include anti-IFNγ. Cultured cells were in RPMI 1640 (Gibco) supplemented with 10% fetal bovine serum (Atlanta Biologicals), L-glutamine (Gibco), and penicillin-streptomycin (Gibco) with 5% air CO_2_. PBMCs at 100,000 cells/well in a 96-well plate or 500,000 cells/well in a 24-well plate were stimulated on anti-CD3 (10µg/mL) precoated plates with anti-CD28 (1µg/mL) and stimuli for T cell polarization. Stimuli were T1: IL-12 (10ng/mL), T2: IL-4 (10ng/mL), T17: IL-6 (50ng/mL), IL-1β (20ng/mL), TGF-β1 (2ng/mL), IL-23 (20ng/mL), IL-21 (100ng/mL), anti-IFNγ (10µg/mL). Antibodies were purchased from Biolegend and cytokines were purchased from BD Biosciences and R&D Systems. After 5 days for T1 and T2 cultures or 7 days for T17 cultures, media containing polarization factors was washed away and cells were re-stimulated on new anti-CD3 coated plates with media that did not contain polarization factors. After 2 days, culture fluids and cells were harvested for analysis. Culture fluids were analyzed for cytokines by ELISA to detect human IFNγ (BD Biosciences), TNFα (BD Biosciences), IL-17a (ThermoFisher), IL-5 (BD Biosciences), and IL-13 (ThermoFisher). T cell cultures were performed in triplicate and ELISA results averaged.

Naïve CD4^+^ cells were isolated from PBMCs using the EasySep™ Human CD4+ T Cell Isolation Kit (StemCell) using immunomagnetic negative selection according to the manufacturer’s instructions. Naïve CD4 T cell cultures had 200,000 cells/well in a 96-well plate that were stimulated on anti-CD3 (10µg/mL) precoated plates with anti-CD28 (1µg/mL) and IL-2 (100U/mL, PeproTech). In some samples T1 polarization factors were added.

### Flow Cytometry

PBMC were analyzed with LIVE/DEAD™ Fixable Violet Dead stain, anti-CD3 APC-H7, anti-CD8a PE, anti-CD4 perCP-cy5.5, anti-CD197 AF647, and anti-CD45RA FITC with standard flow cytometry protocols. Gating was performed with fluorescent minus one (FMO) control for CD197^+^ and CD45RA^+^ populations. Experiments were performed on a 3-Laser BD LSRFortessa instrument maintained by the Vanderbilt University Medical Center Flow Cytometry Shared Resource.

T1 cell cultures were restimulated on day 5 and then analyzed on day 7 after being treated with PMA (30ng/mL), ionomycin (1µg/mL), and GolgiStop (1µL/mL) for 6 hours. T1 cells were analyzed with Fixable Zombie NIR, anti-CD3 AF700, anti-CD4 BV510, anti-CD8 BV711, anti-IFNγ PEDazzle594, anti-IL-17 APC, anti-Tbet PE-Cy7, and anti-RORγT PE with standard flow cytometry protocols. Gating was performed with FMO control for IFNγ^+^ and IL-17^+^ populations. Experiments were performed on a Cytek Aurora instrument.

Naïve CD4^+^ cells were isolated and primary cells were analyzed or T1 polarized cells were analyzed. Primary cells were placed on anti-CD3 coated plates with added anti-CD28 and IL-2 for 16 hours, then treated with Cell Stimulation Cocktail (plus protein transport inhibitors) for 5 hours, and analyzed by flow cytometry. Naïve CD4^+^ cells were isolated and underwent T1 polarization on anti-CD3 coated plates with added anti-CD28, IL-2, and IL-12 for 5 days, then were treated with Cell Stimulation Cocktail (plus protein transport inhibitors) for 5 hours, and were analyzed by flow cytometry. Primary cells and T1 cells were analyzed with Fixable Zombie NIR, anti-CD3 AF700, anti-CD4 BV510, anti-CD8 BV711, anti-IFNγ PEDazzle594, and anti-IL-17 APC with standard flow cytometry protocols. Experiments were performed on a Cytek Aurora instrument.

Analysis was performed using FlowJo software. Reagents were purchased as antibodies from BD Pharmingen, Biolegend, and Life Technologies and reagents from BD Biosciences and ThermoFisher.

### Cell Proliferation

PBMCs were labeled with carboxyfluorescein succinimidyl ester (CFSE)(10µM) using the CellTrace CFSE Cell Proliferation Kit (ThermoFisher, C34554). Cells were then stimulated with immobilized anti-CD3 and anti-CD28 (1µg/mL). On day 3, harvested cells were analyzed by flow cytometry for live/dead cells, anti-CD3 APC-H7, anti-CD8a BV711, and anti-CD4 APC. Purchased reagents are from Life Technologies, BD Pharmingen, BD Biosciences, and Biolegend. Experiments were performed on a 3-Laser BD LSRFortessa instrument. Analysis was performed using FlowJo software Proliferation Modeling.

### RNA Analysis

RNA was collected from T1 and T2 cell cultures polarized for 5 days using TRIreagent and complementary DNA synthesized using SuperScript First Strand Synthesis (ThermoFisher). Quantitative real time PCR measured expressed RNAs using SYBR green master mix (Applied Biosystems). RNA levels were standardized relative to the housekeeping gene GAPDH. Patient samples containing definite outliers (ROUT with Q=0.1% by GraphPad Prism software) were removed. Patient samples with both T1 and T2 available were included for analysis.

For RNA sequencing, RNA was collected by TRIreagent followed by DNase digestion. Library preparation was performed with the Illumina Tru-Seq Stranded RNA kit. RNA sequencing was performed with an Illumina HiSeq2500 instrument by the Vanderbilt Technologies for Advanced Genomics (VANTAGE) core facilities consecutively on all samples. 100bp paired end reads were generated. Average sequencing depth of all samples was 43 million mapped reads ± 13.5 million (standard deviation). FASTQ files were processed using DESeq2 to identify differentially expressed genes (33). Data are available in NCBI’s Gene Expression Omnibus (34) with GEO series accession number GSE185193. GO Enrichment analysis for overrepresented biological processes was performed using the Gene Ontogeny Resource (35–37).

### Statistical Analysis

Applied statistical tests were Welch’s t-test for comparison of 2 and Welch Anova for comparison of more than 2 samples. P < 0.05 was considered significant.

## Results

### Clinical Characteristics of JIAs and Healthy Controls

We performed studies in prepubescent children with JIA and age-, gender-, and race-matched controls (HC) (**Table 1**). JIA patients were an average of 62 months old, ANA+, and mostly female, consistent with known clinical characteristics. JIA subtypes were defined using International League Against Rheumatism (ILAR) criteria (38). Clinical characteristics were collected at the time of PBMC collection (**Table 1**). Overall, JIA patients had 0-1 active joints with arthritis and were on methotrexate and/or biologic medications including etanercept, adalimumab, infliximab, and abatacept. Five JIA PBMCs were collected within 1 month of diagnosis and before initiation of systemic medications other than non-steroidal anti-inflammatories (NSAIDs). This group had a higher number of active joints at time of biosample collection, with an average of 6 active joints.

**Table 1:** Demographic and clinical characteristics of JIA and child healthy control groups.

	HC	JIA
Number of cases	20	20
Age in months (range)	62 (36-93)	62 (24-94)
Gender, female, n (%)	16 (80%)	16 (80%)
Ethnicity, Caucasian, n (%)	19 (95%)	19 (95%)
ANA positive, n (%) *		19 (95%)
JIA subtypes, n (%)		
Polyarticular RF-		17 (85%)
Polyarticular RF+		1 (5%)
Oligoarticular		2 (10%)
**Characteristics at Time of PBMC Collection**		
Active joints, n (%)		
0-1		12 (60%)
2-4		3 (15%)
>4		5 (25%)
Disease duration <1 month, n (%)		5 (25%)
Time since diagnosis in months (range)		17.5 (0-70)
Physician global assessment score (range)		2 (0-9)
Current medications, n (%)		
Methotrexate only		5 (25%)
Biologic only		3 (15%)
Methotrexate + Biologic		6 (30%)
Prednisone only		1 (5%)
None or NSAID		5 (25%)

*1ANA unknown, child healthy controls (HC).

### Frequencies of Naïve and Memory T cells in JIA and HC

Differences between JIA and HC peripheral blood mononuclear cells (PBMCs) were investigated by analyzing T cell subsets and naïve and memory phenotypes. JIA and HC PBMCs had the same frequencies of CD3^+^, CD3^+^CD4^+^, and CD3^+^CD8^+^ cells (**Figures 1A-C**). On average, 60% were CD3^+^ cells, of which approximately 63% were CD4^+^ and 28% were CD8^+^. Memory and naïve cell phenotypes were identified by expression of CD197 (CCR7) and CD45RA with naïve cells: CD197^+^CD45RA^+^, central memory cells: CD197^+^CD45RA^-^, and effector memory cells: CD197^-^CD45RA^-^. Pediatric (JIA and HC) CD3^+^CD4^+^ cells were an average of 69% naïve and 23% combined central and effector memory cells (**Figures 1D, E**). Four JIAs had naive CD3^+^CD4^+^ cells below the standard deviation and effector memory CD3^+^CD4^+^ cells above the standard deviation. These 4 JIA patients were all polyarticular RF- JIA with no common features shown by age in months (range 23-83), active joints (range 0->9), months since JIA diagnosis (range 0-54), and physician global assessment score (range 0-5). Pediatric CD3^+^CD8^+^ cells were an average of 70% naïve and 12% combined effector and memory cells (**Figures 1F, G**). In pediatric patients, ratios of naïve to memory CD3^+^CD4^+^ and CD3^+^CD8^+^ cells were 3 and 5.8 respectively. Importantly, no differences in memory and naïve cell phenotypes were identified between JIA and HC. Groups were color coded based on current use of methotrexate, biologic, methotrexate and biologic, prednisone, or none or NSAID therapy to assess the role of therapies on cell frequencies. There was no clustering of patient samples based on current therapy (**Figure 1**).

**Figure 1:**
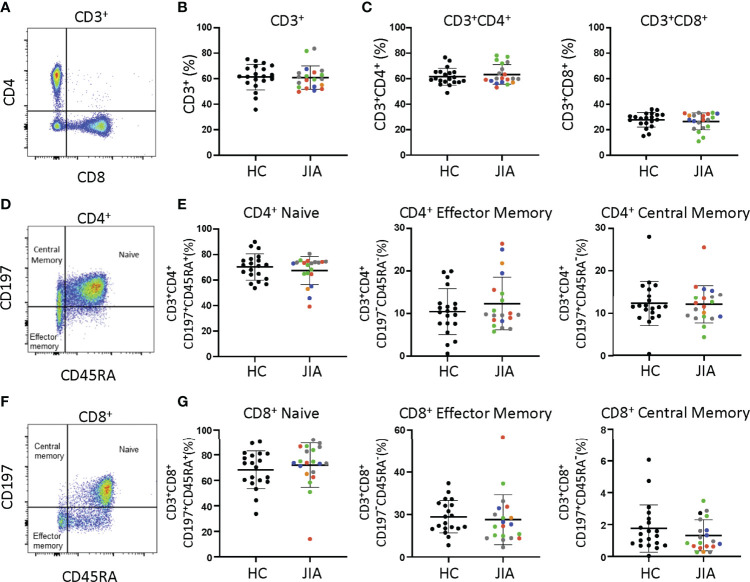
T cell subsets from child healthy control (HC) and JIA are the same. HC and JIA PBMCs analyzed with flow cytometry for CD3^+^, CD3^+^CD4^+^, and CD3^+^CD8^+^ cells and for naïve (CD197^+^CD45RA^+^), central memory (CD197^+^CD45RA^-^), and effector memory (CD197^-^CD45RA^-^) cell subsets. JIA are colored based on current use of methotrexate (green), biologic (blue), methotrexate and biologic (gray), prednisone (orange), and none or NSAID (red). **(A)** Representative flow cytometry plot of CD3^+^ cells. **(B)** Analysis of CD3^+^ cell frequency. **(C)** Analysis of CD3^+^CD4^+^ and CD3^+^CD8^+^ cell frequencies. **(D)** Representative flow cytometry plot of CD3^+^CD4^+^ cells. **(E)** Analysis of naïve, effector memory, and central memory frequency of CD3^+^CD4^+^ cells. **(F)** Representative flow cytometry plot of CD3^+^CD8^+^ cells. **(G)** Analysis of naïve, effector memory, and central memory frequency of CD3^+^CD8^+^ cells. HC (N=20) and JIA (N=20). Shown is mean with standard deviation. Analysis by Welch’s t-test. No significant differences.

### T Cell Proliferation in JIA and HC

JIA and HC T cell proliferation was assessed by labeling PBMCs with the fluorescent dye, CFSE. Labeled cells were stimulated with anti-CD3 and anti-CD28 and proliferation measured on day 3 (**Figure S1A**). The proliferation index (PI), which is the number of divisions per dividing cell, for JIA and HC CD3^+^, CD3^+^CD4^+^, and CD3^+^CD8^+^ cells were not different (**Figure S1B**). On average, PIs for CD3^+^, CD3^+^CD4^+^, and CD3^+^CD8^+^ cells were 1.4, 1.4, and 1.5 (**Figure S1B**). Importantly, no differences in PIs were identified between JIA and HC.

### Increased IFNγ and IL-17 Production by JIA T Cell Cultures

We determined if JIA T cells, which were largely naïve, developed inflammatory cytokine profiles with T cell polarization. We used short-term T cell cultures to model T cell polarization and cytokine production (30, 31). JIA and HC PBMCs underwent T1, T2, and T17 polarization, activation, and were then collected for analysis (**Figure 2A**). In T1 cultures, JIA exhibited increased production of IFNγ (**Figure 2B**). While in T2 cultures of HC IFNγ was completely suppressed, IFNγ was detectable in several JIA T2 cultures. JIA T1 and T17 cultures had increased production of IL-17 (**Figure 2C**). Notably, IL-17 production in JIA T1 cultures was similar or even greater than its production in HC T17 cultures. No differences were detected in TNFα levels (**Figure 2D**). Granulocyte macrophage colony-stimulating factor (GM-CSF) was analyzed in a subset of T1 polarized cultures and no differences were detected. In T2 cultures IL-17 and TNFα production were below the limits of detection. To ensure T2 cultures polarized appropriately, IL-13 and IL-5 were measured and showed that both cytokines were expressed and were not different between JIA and HC (**Figures S2A, B**). To determine if the 5 newly diagnosed JIA, who were receiving no therapy or NSAIDs, had a skewed pattern of inflammatory cytokine production, these patients were identified in our T cell culture analysis (**Figure 2**, red circles). The newly diagnosed JIA were not different than total JIA for T1, T2, and T17 culture production of IFNγ, IL-17, and TNFα. Groups were color coded based on current use of methotrexate, biologic, methotrexate and biologic, prednisone, or none or NSAID therapy to assess the role of therapies on cytokine production. There was no clustering of patient samples based on therapy (**Figures 2B-D**). A separate JIA subject had longitudinal biosamples at two timepoints that were separated by 5 months. Both biosamples were obtained while the patient was on methotrexate. The longitudinal JIA samples had T1 polarized cells with heightened production of IFNγ and IL-17 compared to HC (**Figure S3**).

**Figure 2:**
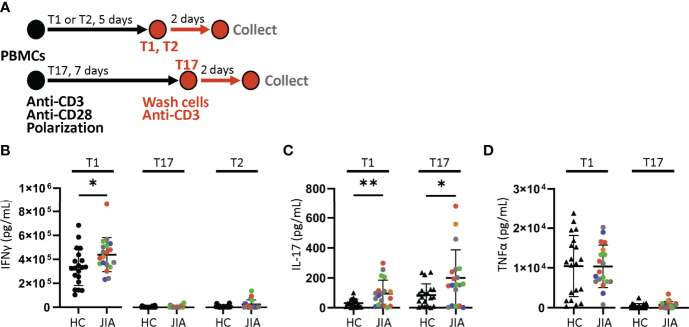
Increased production of IFNγ and IL-17 from JIA polarized T cells. T1, T2, and T17 cells were polarized *in vitro* from child healthy control (HC) and JIA PBMCs. JIA are colored based on current use of methotrexate (green), biologic (blue), methotrexate and biologic (gray), prednisone (orange), and none or NSAID (red). **(A)** Schematic of polarization showing PBMCs treated with anti-CD3, anti-CD28 and polarization conditions for 5 days for T1 and T2 cells or 7 days for T17 cells. The polarization media is then removed, cells are washed, new media without polarization factors added, and activated with anti-CD3. After 2 days, the produced cytokines were analyzed by ELISA. **(B)** IFNγ produced by T1, T17, and T2 cells for HC and JIA with new diagnosis JIA denoted (red circle). **(C)** IL-17 produced by T1 and T17 cells for HC and JIA with new diagnosis JIA denoted (red circle). IL-17 was below detection for T2 cells. **(D)** TNFα produced by T1 and T17 cells for HC and JIA with new diagnosis JIA denoted (red circle). TNFα was below detection for T2 cells. HC (N=20) and JIA (N=19). Shown is mean with standard deviation. Analysis by Welch’s t-test *p < 0.05, **p < 0.01.

To determine if differences in cytokine production were due to T cell subset frequencies, HC and JIA T1, T2, and T17 CD3^+^CD4^+^ and CD3^+^CD8^+^ cells were analyzed by flow cytometry. We found that the subsets are distributed similar between JIA and HC cultures (**Figures S4A, B**).

### Increased Expression of mRNAs Encoding IFNγ, IL-17, Tbet and RORγT in JIA T1 Cells

T1, T2, and T17 polarization in Th and Tc cells involve similar STAT signaling, master transcription factor induction, and signature cytokine expression. We assessed gene expression levels in JIA and HC T1, T2, and T17 cells by quantitative real time qPCR. The cells used for this experiment were generated in parallel with the cytokine production data in **Figure 2**. The inflammatory cytokine IFNγ was expressed higher in T1 than T2 and T17 cells (**Figure 3A**). The inflammatory cytokine IL-17 was expressed higher in T1 and T17 cells than T2 cells (**Figure 3A**). IFNγ expression was magnitudes higher than IL-17. Importantly, IL-17 was expressed at significantly higher levels in JIA T1 cells than in HC (**Figure 3A**). IFNγ exhibited a trend of higher expression in JIA T1 cells than in HC. IL-17 exhibited a trend of higher expression in JIA T17 cells than in HC. Master transcription factors Tbet, RORγT, and GATA3 are important in T1, T17, and T2 polarization, respectively. We found Tbet was more highly expressed in T1 cells and GATA3 was more highly expressed in T2 cells (**Figure 3B**). RORγT was more highly expressed in T1 cells and T17 cells. Importantly, both Tbet and RORγT were expressed significantly higher in JIA T1 cells than in HC (**Figure 3B**). In STAT signaling, STAT4 and STAT1 increase Tbet and are important in T1 polarization and STAT3 increases RORγT and is important in T17 polarization. STAT4, STAT1, and STAT3 gene expression levels were not different between JIA and HC in T1 and T2 cells (**Figure S5**).

**Figure 3:**
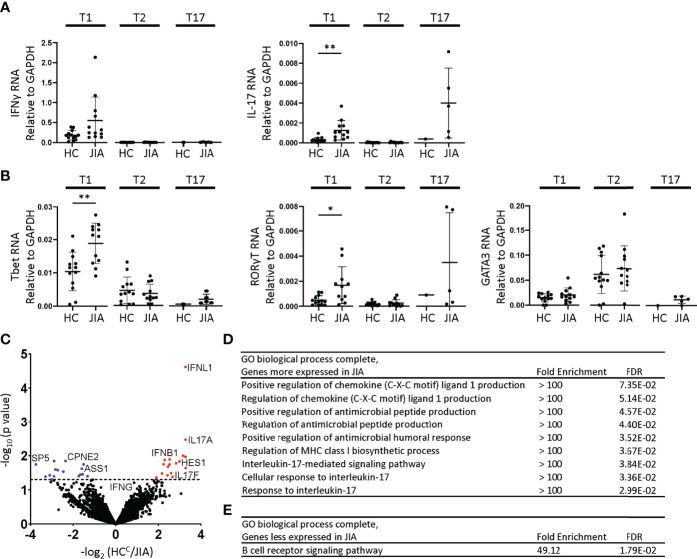
Altered gene expression and T1 biologic pathway activation in JIA. RNA expression in child healthy control (HC) and JIA T1, T2, and T17 cells using RT-PCR for **(A)** IFNγ, IL-17 and **(B)** Tbet, RORγT, and GATA3. JIA T1 and T2 (N=12), HC T1 and T2 (N=13). JIA T17 (N=5) and HC T17 (N=1). Analysis by Welch’s t-test with *p<0.05, **p<0.01 for T1 and T2 comparisons. **(C)** Volcano plot of differentially expressed genes in HC (N=3) and JIA (N=3) T1 cultures by RNA sequencing analyzed by DESeq2. Genes overexpressed or underexpressed in JIA with p-value <0.05 (above dashed line). PANTHER Overrepresentation Test from the GO Ontology database for genes **(D)** overexpressed or **(E)** underexpressed in JIA.

Biological pathway differences in JIA and HC T1 cells were determined by RNA sequencing and pathways analysis. RNA from 3 HC and 3 JIA T1 cells were analyzed for differential gene expression using DeSeq2. 

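RNA from the T1 cultures of 3 HC and 3 JIA patients was sequenced as stranded libraries with paired-end reads. T1 cultures are peripheral blood cells stimulated for 5 days with anti-CD3 at 10 µg/ml, anti-CD28 at 1 µg/ml and IL-12 at 10 ng/ml, conditions that favor Th1 cells. The authors deposited read counts for each of 57773 genes in each library, without normalization or a filter. The paper's text does not name the aligner, the counting tool, the genome build, the annotation or whether strand was used in counting. The 3 HC libraries held 56464195, 91836642 and 42404280 counts, with a median of 56464195. The 3 JIA libraries held 33213210, 64939714 and 47120858 counts, with a median of 47120858. In units of 1000000, the mean over the 6 libraries was 56.0 counts (SD 20.7), and the paper's stated depth is 43 mapped reads with an SD of 13.5. The paper's text does not say whether a count is a single read or a pair of reads. Even counts made up 59.6% to 90.7% of the counts above 0 in the 6 libraries, an excess that counting both reads of a pair would give, but its origin was not tested. If pairs were counted as 2, the limits of 3 counts given below are too low. All values given here use the counts. They were tested with edgeR's quasi-likelihood test after TMM scaling and edgeR's filter on low counts, without a pairing of HC and JIA libraries, and levels are given as CPM, the counts per 1000000 counts of the TMM-scaled library.
Replicate 1 of each group differed from the other libraries. HC replicate 1 detected 17038 genes and JIA replicate 1 detected 9234 genes, while the other 4 libraries detected between 24966 and 26873 genes. The 100 most abundant genes held 49.3% of the counts in HC replicate 1 and 59.7% in JIA replicate 1, against 17.7% to 19.3% in the other 4 libraries. A gene with 0 counts could lie at up to 0.182 CPM in JIA replicate 1 and up to 0.0845 CPM in HC replicate 1, the level of 3 counts. In the other libraries this limit lay between 0.0247 and 0.0506 CPM. These limits cover counting error only, since duplicate reads from PCR are not independent molecules. They use TMM factors computed over all genes, while the levels of the genes tested use other TMM factors. The common dispersion, which is the squared variation between replicates of a group, was 1.16 with all 6 libraries. With replicates 2 and 3 of each group only, a setting chosen after the libraries were seen, it was 0.0903.

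**Figure D1:**
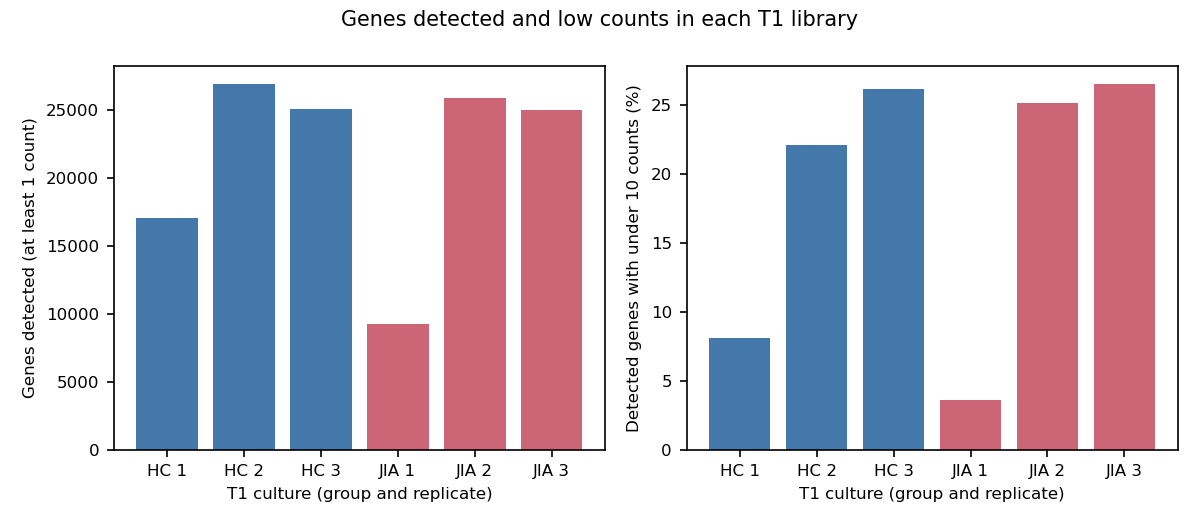
Genes with at least 1 count (left, number of genes) and the share of those genes with fewer than 10 counts (right, %) in each of the 6 T1 libraries, with HC in blue and JIA in red. Replicate 1 of HC and of JIA detected 17038 and 9234 genes, and 8.06% and 3.60% of these had fewer than 10 counts, against 22.05% to 26.5% in the other libraries.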

The 3 JIA patients were selected based on showing production of IFNγ and IL-17 in T1 polarized cultures, RNA availability, and having an age-matched HC with RNA available. The RNA was collected from a T1 polarized culture prepared in parallel with samples from **Figure 2**. The demographic and clinical characteristics of the 3 HC and JIA samples were compared (**Table S1**). Genes with p-value less than 0.05 were identified and found 17 genes with increased and 16 genes with decreased expression in JIA (**Figure 3C**) (**Table S2**). 

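Of the 18159 genes tested with all 6 libraries, 2 had increased and 25 had decreased expression in JIA at an unadjusted p under 0.05 (edgeR's quasi-likelihood test). These are 0.149% of the genes tested. At a Benjamini-Hochberg adjusted p under 0.05, 0 genes were increased and 0 were decreased in the same test. The alternative that moved these counts most among those set beforehand was to test without a filter on low counts, which gave 274 increased and 358 decreased genes of 31129 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. With the replicate number as a block, 25 genes were increased and 31 were decreased at an unadjusted p under 0.05. Without JIA replicate 1, 14 genes were increased and 75 were decreased. The 3 HC and 3 JIA values did not overlap for 906 genes, or 4.99% of those tested, with 106 higher and 800 lower in JIA. Chance would give 10% for 6 independent libraries. Replicate 1 of HC and of JIA deviated together from the other libraries, so that value is not a fair comparison here.
All 33 genes of Table S2 changed in the direction the table gives. Of its 17 genes with increased expression, IFNL1 alone had an unadjusted p under 0.05 in edgeR's test. Of its 16 genes with decreased expression, 3 did, namely IGHG1, ASS1 and IGFBP4. On the log2 scale, JIA over HC was -1.80 for ASS1 (standard error 0.75) and -1.72 for IGFBP4 (standard error 0.72), each with an adjusted p = 1.00. Without HC replicate 1 these were -1.14 and -1.12, with an unadjusted p above 0.05 for both. ASS1 reached -2.27 without JIA replicate 2, and IGFBP4 reached -2.03 without HC replicate 3. With each library left out in turn, the unadjusted p was above 0.05 in 5 of 6 fits for ASS1 and 6 of 6 for IGFBP4. Adjusted over the list alone, 0 of the 33 genes passed 0.05 and the smallest adjusted p was 0.153 in edgeR's test. The list was chosen on these same libraries, so this is not independent evidence. Adjusted over all genes tested, 0 of the 33 passed.
The authors' deposited table of their DESeq2 comparison holds 11612 genes, of which 17 are increased and 16 are decreased in JIA at an unadjusted p under 0.05. The smallest adjusted p in the authors' deposited table is 0.287. Every gene in it has at least 600 counts over the 6 libraries. DESeq2's Wald test was therefore also run on the 12681 genes with at least 600 counts, a filter chosen after that table was seen. It gave log2 fold changes within 2.8e-09 and p-values within 9.4e-07 of the deposited ones, with 17 increased and 16 decreased genes at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05.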

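IFNL1 (ENSG00000182393) encodes interferon lambda 1 and lies on chromosome 19 from 39296325 to 39298673 on the plus strand of GRCh38 (GENCODE 29). Its level was 0.980 ± 0.181 CPM (SD, n = 3) in HC and 8.31 ± 4.16 CPM (SD, n = 3) in JIA. The log2 fold change was 3.08 (standard error 1.19, adjusted p = 1.00, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between 2.67 and 3.40. Its unadjusted p, which was under 0.05 with all 6 libraries, was above 0.05 in 5 of those 6 fits, all but the one without JIA replicate 1, and also without a filter on low counts.
IL17A (ENSG00000112115) encodes the cytokine IL-17A and lies on chromosome 6 from 52186375 to 52190638 on the plus strand. HC replicates 1 to 3 had 1.88, 1.13 and 0.233 CPM, and JIA replicates 1 to 3 had 16.3, 2.57 and 6.69 CPM. Its log2 fold change was 2.98 (standard error 1.39, adjusted p = 1.00, the same test), with an unadjusted p above 0.05. Without JIA replicate 1 it was 2.14 and without HC replicate 1 it was 3.64. With DESeq2's size factors in the same edgeR fit, and with DESeq2's own test, its unadjusted p was under 0.05. The same held with replicate 1 as a covariate, a setting added after the data were seen, where the log2 fold change was 2.88. The unadjusted p was above 0.05 with the replicate number as a block and in all 6 fits that each left out 1 library. For both IFNL1 and IL17A, every JIA value lay above every HC value (exact two-sided permutation test, p = 0.1, the smallest p that 3 cultures against 3 allow).
By log2 fold change, IFNL1 ranked first among the protein coding genes of Table S2 that were increased in JIA. TSKS (ENSG00000126467) followed at 3.02 (standard error 1.52) and IL17A came next. The difference between TSKS and IL17A was smaller than either standard error. Among all 13235 protein coding genes tested, IFNL1 and IL17A ranked 24 and 27. With DESeq2 on the genes with at least 600 counts, they ranked 1 and 2 of the 10479 protein coding genes given a p-value. Each had a log2 fold change of 3.28. That fit gave 819 genes no p-value, and these were not ranked. Among them, protein coding S100A9 had a higher log2 fold change, at 3.94.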

The most overexpressed JIA T1 protein coding genes were IFNL1 and IL17A. The JIA genes with increased expression were analyzed for enriched biological processes using a PANTHER overrepresentation test. The identified biologic processes included important immune pathways and the IL-17 mediated signaling pathway (**Figure 3D**). 

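IL17F and IFNB1 are cytokine genes of Table S2 besides IL17A and IFNL1. IL17F (ENSG00000112116) lies on chromosome 6 from 52236681 to 52244537 on the minus strand of GRCh38. It was expressed at 36.2, 5.04 and 1.27 CPM in HC replicates 1 to 3 and at 148, 17.6 and 39.7 CPM in JIA replicates 1 to 3. The groups overlapped (exact two-sided permutation test, p = 0.2). Its log2 fold change was 2.28 (standard error 1.33, adjusted p = 1.00, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an unadjusted p above 0.05. It was 1.07 without JIA replicate 1 and 4.44 without HC replicate 1. Of the 6 fits that each left out 1 library, the unadjusted p was above 0.05 in 5, all but the one without HC replicate 1. It was under 0.05 with DESeq2's Wald test and without a filter on low counts. With the replicate number as a block the log2 fold change was 2.85, with an unadjusted p under 0.05. IFNB1 (ENSG00000171855) lies on chromosome 9 from 21077105 to 21077963 on the minus strand. Its level was 0.995 ± 0.653 CPM in HC and 4.92 ± 2.33 CPM in JIA (SD, n = 3 each). JIA exceeded HC by 2.31 on the log2 scale (standard error 1.32, adjusted p = 1.00, the same test), and the unadjusted p was above 0.05.
For the overrepresentation among increased genes, the Gene Ontology terms were not used here. A list of 14 Th17 genes, written beforehand but with knowledge of Table S2, was used in their place. Of these, 13 were tested and 2, IL17A and IL17F, are in Table S2. Among the 2 genes increased in JIA at an unadjusted p under 0.05, 0 were on the list (one-sided Fisher's exact test against the 18159 genes tested, p = 1). With the 62 genes that DESeq2's Wald test called, 2 were on the list (Benjamini-Hochberg adjusted p = 0.0126, Fisher's exact test). These were again IL17A and IL17F, which Table S2 took from DESeq2 on these same libraries, so this is not independent evidence.

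**Figure D2:**
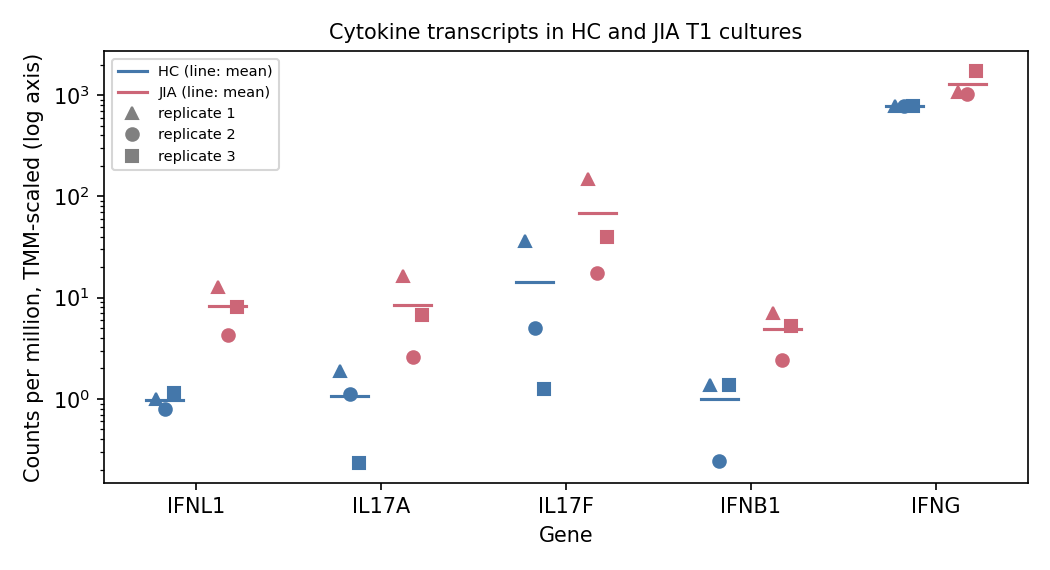
TMM-scaled CPM (log axis) of IFNL1, IL17A, IL17F, IFNB1 and IFNG in each T1 culture, with HC in blue, JIA in red, a symbol for each replicate number and a line at the group mean. The JIA values lie above all HC values for IFNL1, IL17A, IFNB1 and IFNG, and the groups overlap for IL17F, where HC replicate 1 is at 36.2 and JIA replicate 2 is at 17.6.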

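The decreased genes of Table S2 with a known role in B cells include immunoglobulin heavy chain genes and CD79A, which encodes a signaling chain of the B cell receptor. IGHG1 (ENSG00000211896), the constant region of IgG1 heavy chains, lies on chromosome 14 from 105736343 to 105743071 on the minus strand of GRCh38 (GENCODE 29). Its level was 51.7 ± 5.06 CPM (SD, n = 3) in HC and 6.65 ± 7.20 CPM (SD, n = 3) in JIA, and JIA replicate 1 was lowest at 0.240 CPM. The log2 fold change was -2.95 (standard error 1.23, adjusted p = 1.00, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -4.21 and -2.37 with each library left out in turn. The unadjusted p, which was under 0.05 with all 6 libraries, was above 0.05 in 4 of those 6 fits, with DESeq2's size factors or library size alone in the edgeR fit, and with the replicate number as a block, where the log2 fold change was -3.95. IGHG1 is nearly identical in sequence to the other IGHG genes and to IGHGP, so counting could have split reads between them, and its value is uncertain to that extent. CD79A (ENSG00000105369) lies on chromosome 19 from 41877120 to 41881372 on the plus strand. Its level was 38.1 ± 24.9 CPM in HC and 11.5 ± 6.08 CPM in JIA (SD, n = 3 each). Its log2 fold change was -1.73 (standard error 0.84, adjusted p = 1.00, the same test), with an unadjusted p above 0.05. It was -1.04 without HC replicate 1. For both IGHG1 and CD79A, every JIA value lay below every HC value (exact two-sided permutation test, p = 0.1).
Lists of B cell and immunoglobulin constant genes, written beforehand but with knowledge of Table S2, were tested with camera, which compares the genes of a list with all other genes and here used a preset correlation of 0.01. Of 15 B cell genes tested, 13 were lower and 2 higher in JIA, with a median log2 fold change of -0.92 (Benjamini-Hochberg adjusted p = 0.0299, camera). Of 11 immunoglobulin constant genes tested, 9 were lower and 2 higher, with a median of -1.05 (adjusted p = 6.30e-06, camera). Neither call held when the correlation was estimated from the data (adjusted p = 0.504 and 0.0802, camera) or under the rotation test fry (adjusted p = 0.564 and 0.0605). The adjusted p was 0.000139 and 6.76e-30 (camera) with replicates 2 and 3 of each group only, a setting chosen after the libraries were seen. With fry on those libraries it was 0.654 and 0.207. With the replicate number as a block, the adjusted p of the B cell list was 0.114. With each library left out in turn, the median of the B cell list went from -1.16 without JIA replicate 3 to -0.43 without HC replicate 2, and that of the immunoglobulin constant list from -2.31 without JIA replicate 1 to -0.65 without HC replicate 1. The adjusted p of the B cell list was above 0.05 in 4 of the 6 fits that each left out 1 library, at most 0.344 without HC replicate 2. The adjusted p of the immunoglobulin constant list was above 0.05 in 1 of them, at 0.0720 without JIA replicate 3. Table S2 holds 1 of the B cell genes and 3 of the immunoglobulin constant genes. Adjusted over the list alone, 0 genes of either list passed 0.05, and 0 passed when adjusted over all genes, while 0 of the B cell genes and 1 immunoglobulin constant gene, IGHG1, had an unadjusted p under 0.05.
Among the 25 genes decreased at an unadjusted p under 0.05, 0 were B cell genes of the list and 1 was an immunoglobulin constant gene (one-sided Fisher's exact test, p = 1 and 0.0150, adjusted p = 1 and 0.391). A further 7 of the 25 were immunoglobulin variable segments, which are on neither list and all had 0 counts in JIA replicate 1. With the block on replicate number, 2 immunoglobulin constant genes were among the calls (adjusted p = 0.00399, Fisher's exact test). Without JIA replicate 1 there were 9 (adjusted p = 1.49e-19), without JIA replicate 2 there was 1 (adjusted p = 0.416), and without JIA replicate 3 or any of the HC libraries there were 0.

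**Figure D3:**
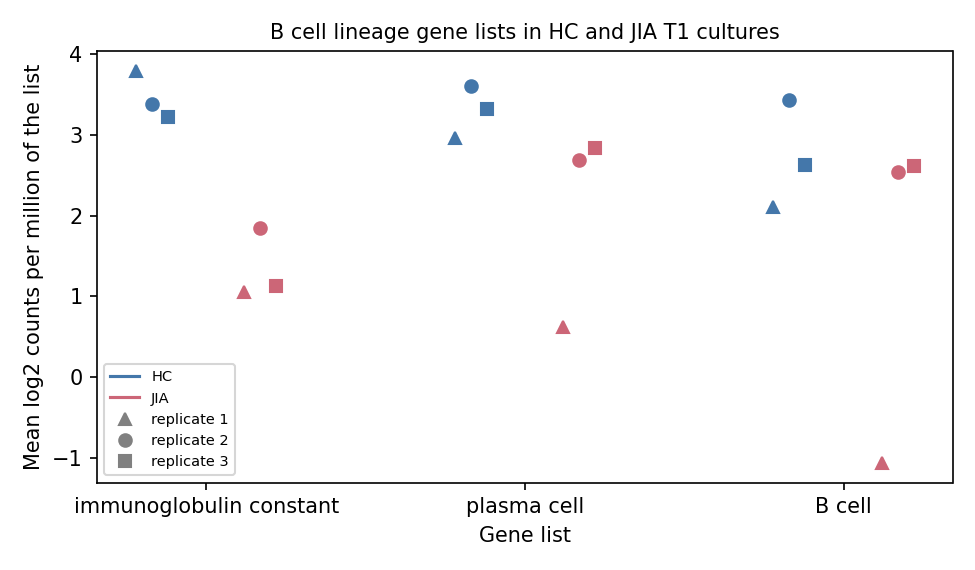
Mean log2 CPM over the genes of the immunoglobulin constant, plasma cell and B cell lists in each T1 culture, with HC in blue, JIA in red and a symbol for each replicate number. For the immunoglobulin constant genes the HC cultures lie at 3.22 to 3.79 and the JIA cultures at 1.05 to 1.85, while for the B cell genes JIA replicate 1 is at -1.06 and the other 5 cultures lie between 2.10 and 3.44.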

The JIA genes with decreased expression were analyzed for enriched biologic processes and found enrichment in the B cell receptor signaling pathway (**Figure 3E**). RNA sequencing data identified pathways associated with IL-17 as highly dysregulated in JIA T1 cells.

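Of the 13 Th17 genes tested as a list, 7 were higher and 6 lower in JIA, with a median log2 fold change of 0.46 (Benjamini-Hochberg adjusted p = 0.00372, camera). The call did not hold with the correlation estimated from the data (adjusted p = 0.142, camera) or with fry (adjusted p = 0.564). Without the 2 members in Table S2, the adjusted p was 0.235. Without JIA replicate 1 it was 0.170, and without HC replicate 3 it was 0.104. In a setting chosen after the libraries were seen, replicates 2 and 3 of each group only, 11 of 14 genes were higher (adjusted p = 9.76e-05, camera). With fry on those libraries the adjusted p was 0.654. The median log2 fold change was 0.86 without HC replicate 1, 0.21 without HC replicate 2, 0.057 with the replicate number as a block and -0.017 without JIA replicate 3, where 6 genes were higher and 7 lower. Adjusted over the list alone, 0 of the 13 genes passed 0.05, and 0 had an unadjusted p under 0.05. IFNG (ENSG00000111537), on chromosome 12 from 68154768 to 68159747 on the minus strand, was expressed at 777 ± 6.18 CPM in HC and 1279 ± 386 CPM in JIA (SD, n = 3 each). Its log2 fold change was 0.72 (standard error 0.81, adjusted p = 1.00, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although each JIA value exceeded each HC value (exact two-sided permutation test, p = 0.1). With the replicate number as a block it was 0.68, with an unadjusted p under 0.05, which it did not reach without the block.
The paper tested the genes with increased expression at an unadjusted p under 0.05 for enriched processes and names IL-17 signaling among them (Fig. 3D). It states that pathways linked to IL-17 were highly dysregulated in JIA T1 cells. The paper states that the JIA patients were selected on IFNγ and IL-17 production in their T1 cultures.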

### JIA T1 Th Cells Were IFNγ, IL-17, and Dual IFNγ-IL-17 Producers and Tc Cells Were IFNγ Producers

We next asked if JIA T1 cell IFNγ and IL-17 were derived from single or dual cytokine producing cells, and if these cells were Th cells (CD3^+^CD4^+^) or Tc cells (CD3^+^CD8^+^). JIA T1 cultures from 8 patients were analyzed by flow cytometry for frequency of cells producing IFNγ, IL-17 or both IFNγ-IL-17. Representative flow cytometry diagrams of JIA T1 cells that are CD3^+^CD4^+^ and CD3^+^CD8^+^ showed cell production of IFNγ and IL-17 (**Figures 4A, B**). IL-17 was produced in CD3^+^CD4^+^ and not in CD3^+^CD8^+^ JIA T1 cells. IL-17 was produced in CD3^+^CD4^+^ cells that made only IL-17 and cells that made both IFNγ-IL-17. IFNγ was produced in both CD3^+^CD4^+^ and CD3^+^CD8^+^ JIA T1 cells. The frequency of IFNγ^-^IL-17^+^, IFNγ^+^IL-17^+^, and IFNγ^+^IL-17^-^ cells were determined in the CD3^+^CD4^+^ and CD3^+^CD8^+^ JIA T1 cell subsets. A significantly higher frequency of IFNγ^-^IL-17^+^ cells was present in CD3^+^CD4^+^ cells (**Figure 4C**). A trend of higher frequency of IFNγ^+^IL-17^+^ cells was present in CD3^+^CD4^+^ cells (**Figure 4C**). We next asked if the expression of the master transcription factors Tbet and RORγT were associated with IL-17 production in JIA T1 CD3^+^CD4^+^ cells. A representative flow cytometry diagram of JIA T1 CD3^+^CD4^+^ cells showed expression of IL-17 in cells that are Tbet^high^ and Tbet^low^ (**Figure 4D**). The frequency of IL-17 positive cells in JIA T1 CD3^+^CD4^+^Tbet^high^ cells was higher than in CD3^+^CD4^+^Tbet^low^ cells (**Figure 4E**). A representative flow cytometry diagram of JIA T1 CD3^+^CD4^+^ cells showed expression of IL-17 in cells that were RORγT^high^ and RORγT^low^ (**Figure 4F**). The frequency of IL-17 positive cells in JIA T1 CD3^+^CD4^+^RORγT^high^ cells was significantly higher than in CD3^+^CD4^+^RORγT^low^ cells (**Figure 4G**).

**Figure 4:**
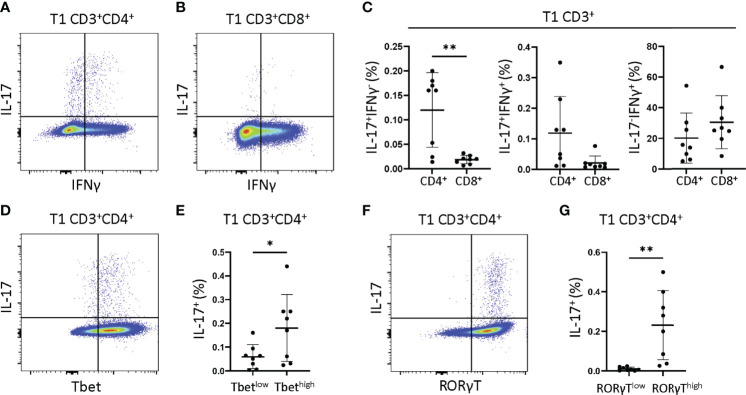
JIA T1 cells have single IFNγ^+^ and IL-17^+^ and dual IFNγ^+^IL-17^+^ cells that express Tbet and RORγT. JIA T1 cells were assessed with flow cytometry to identify IFNγ^+^ and IL-17^+^ cell subsets. Representative flow cytometry plot from JIA T1 cells showing IFNγ and IL-17 positive cells and gating for **(A)** CD3^+^CD4^+^ cells and **(B)** CD3^+^CD8^+^ cells. **(C)** JIA T1 CD3^+^ cell frequency of CD4^+^ and CD8^+^ cells that are IFNγ^-^IL-17^+^, IFNγ^+^IL-17^+^, and IFNγ^+^IL-17^-^. **(D)** Representative flow cytometry plot from JIA T1 CD3^+^CD4^+^ cells showing IL-17 and Tbet. **(E)** JIA T1 CD3^+^CD4^+^ cells showing frequency of IL-17 positive cells in Tbet^low^ and Tbet^high^ subsets. **(F)** Representative flow cytometry plot from JIA T1 CD3^+^CD4^+^ cells showing IL-17 and RORγT. **(G)** JIA T1 CD3^+^CD4^+^ cells showing frequency of IL-17 positive cells in RORγT^low^ and RORγT^high^ subsets. Shown is mean with standard deviation. Analysis by Welch’s t-test with *p<0.05, **p<0.01.

We then compared whether the production of cytokines in T1 polarized cultures by ELISA correlates with production of cytokines in T1 polarized cells measured in CD3^+^CD4^+^ cells by flow cytometry. We found that JIA T1 polarized culture measures were significantly correlated for IFNγ (**Figure S6A**) and trended towards significance for IL-17 (**Figure S6B**). We then analyzed RNA from T1 polarized cells generated during the flow cytometry experiment, finding that the JIA T1 polarized cells expressed high levels of the IFNγ, IL-17, Tbet, and RORγT genes (**Figure S7**).

### JIA Naïve CD4^+^ Cells that Underwent T1 Polarization Become both IFNγ and IL-17 Producers

We asked if isolated naïve CD4^+^ JIA cells generated more IFNγ and IL-17 from primary cells and T1 polarized cells than naïve CD4^+^ HC cells. Naïve CD4^+^ cells from 6 JIA patients and 5 HCs (3 adult and 2 pediatric) were analyzed by flow cytometry for frequency of CD3^+^CD4^+^ cells producing IFNγ and IL-17. A representative flow cytometry diagram of JIA primary CD3^+^CD4^+^ cells showed low expression of IFNγ (**Figure 5A**). The frequency of IFNγ positive cells in JIA and HC primary CD3^+^CD4^+^ cells was not different (**Figure 5B**). A representative flow cytometry diagram of JIA primary CD3^+^CD4^+^ cells showed low expression of IL-17 (**Figure 5C**). The frequency of IL-17 positive cells in JIA and HC primary CD3^+^CD4^+^ cells was not different (**Figure 5D**). A representative flow cytometry diagram of JIA T1 CD3^+^CD4^+^ cells showed high expression of IFNγ (**Figure 5E**). The frequency of IFNγ positive cells in JIA T1 CD3^+^CD4^+^ cells was significantly higher than HC CD3^+^CD4^+^ cells (**Figure 5F**). A representative flow cytometry diagram of JIA T1 CD3^+^CD4^+^ cells showed higher expression of IL-17 (**Figure 5G**). The frequency of IL-17 positive cells in JIA T1 CD3^+^CD4^+^ cells was significantly higher than HC CD3^+^CD4^+^ cells (**Figure 5H**). Only JIA T1 CD3^+^CD4^+^ cells exhibited an increase in IL-17 frequency among all isolated naïve CD4^+^ cells studied. Importantly, the frequencies of IFNγ and IL-17 positive JIA CD4^+^ cells generated from PBMCs (**Figure 4C**) and naïve CD4^+^ cells (**Figures 5F-H**) by T1 polarization was similar.

**Figure 5:**
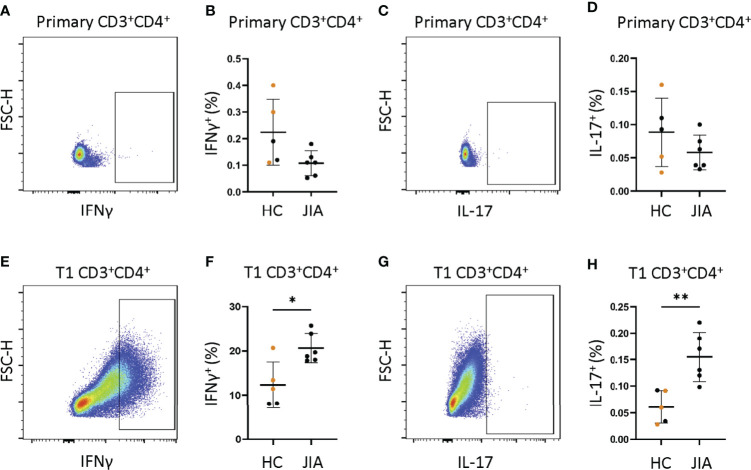
JIA naïve CD4^+^ cells become IFNγ and IL-17 producers under T1 polarizing conditions. Naïve CD4^+^ cells JIA (n=6) and HC (n=3 adult (orange) and 2 child healthy controls (black)) were analyzed by flow cytometry for production of IFNγ and IL-17 in primary cells and T1 polarized cells. **(A)** Representative flow cytometry plot from JIA primary naïve CD4^+^ cells showing IFNγ positive cells. **(B)** Primary naïve CD4^+^ cells frequency of IFNγ positive cells in HC and JIA. **(C)** Representative flow cytometry plot from JIA primary naïve CD4^+^ cells showing IL-17 positive cells. **(D)** Primary naïve CD4^+^ cells frequency of IL-17 positive cells in HC and JIA. **(E)** Representative flow cytometry plot from JIA T1 polarized naïve CD4^+^ cells showing IFNγ positive cells. **(F)** T1 polarized naïve CD4^+^ cells frequency of IFNγ positive cells in HC and JIA. **(G)** Representative flow cytometry plot from JIA T1 polarized naïve CD4^+^ cells showing IL-17 positive cells. **(H)** T1 polarized naïve CD4^+^ cells frequency of IL-17 positive cells in HC and JIA. Shown is mean with standard deviation. Analysis by Welch’s t-test with *p<0.05, **p<0.01.

## Discussion

In this study, we demonstrate that T cells from JIA patients develop an inflammatory cytokine profile in response to T1 and T17 polarization. On initial assessment, JIA and HC T cells have the same naïve and memory T cell profiles and proliferative capacity. After T1 polarization, JIA cells express increased IFNγ and IL-17 and increased IL-17, Tbet and RORγT mRNA. This is surprising since T1 polarization should effectively suppress the T17 polarization that is associated with RORγT and IL-17. This contrasts with T1 polarization in HC cells where both RORγT and IL-17 are suppressed. JIA T1 polarization leads to single IFNγ, single IL-17, and dual IFNγ-IL-17 producing cells that are CD3^+^CD4^+^ and are Th1, Th17, and Th1.17 cells respectively. JIA T1 polarization of naïve CD4+ cells generates high IFNγ and IL-17 producing cells, indicating that JIA naïve CD4^+^ cells have an increased drive to produce inflammatory cytokines. Under T17 polarizing conditions, JIA T cells produce increased IL-17. Under T2 differentiation conditions, JIA T cells do not express IFNγ or IL-17. Our work demonstrates that T cells in JIA have a pro-inflammatory profile using *in vitro* T1 and T17 cell polarization, and that naïve JIA CD4+ cells have the capacity to inappropriately become IL-17 producers under T1 polarizing conditions.

A striking finding is the similarity between JIA and HC T cells. Similarly, polyarticular RF- JIA patients and controls do not exhibit different memory and naïve T cell phenotypes (13). Despite the similarities in lymphocytes, a subset of hyperresponsive JIA CD4^+^ T cells did respond more strongly to IFNγ (13). In our data we analyzed 4 JIA samples with a lower percentage of naïve CD3^+^CD4^+^ cells and a higher percentage of effector memory CD3^+^CD4^+^ cells. These 4 samples did not cluster during the assessment of IFNγ or IL-17 production in T1 and T17 polarization conditions. Our findings are not related to the percent of input naïve or memory cells. Additionally, JIA and HC T cell proliferative capacity is similar. A limitation in this study is that a small population of dividing cells or an antigen specific population may not be identified. Another limitation is that we did not have longitudinal samples for all JIA patients in this study. However, we have a JIA patient with longitudinal samples and this patient exhibited the inflammatory T cell phenotype at both timepoints, suggesting the phenotype is stable. Importantly, we minimize age dependent immune effects by focusing on a prepubescent population in both JIA and HC.

JIA synovial fluid has an increase in Th1 cells, Th17 cells, abnormal CD8^+^ cells, and associated cytokines for oligoarticular, polyarticular, and enthesitis-arthritis subtypes (19–21, 23, 29, 39). This parallels our T cell culture findings that T1 polarization produces Th1, Th17, and Th1.17 cells. An unexpected result from our T1 polarization is the increase in IL-17. In our transcriptome analysis of T1 polarized cells, IL-17 associated pathways are enriched. In our JIA T1 culture cells, the expression of high Tbet and RORγT correlates with IL-17 production, supporting that the master transcription factors contribute to production of IL-17. Further transcriptome studies from sorted cell populations will better define the pathways activated in the IFNγ, IL-17, and dual IFNγ-IL-17 producing cell populations.

In our studies, JIA T17 polarization produces more IL-17 and suppresses IFNγ, which is expected for a Th17 cell. The T17 polarization conditions include multiple cytokines and antibodies, including anti-IFNγ. One limitation is that we do not know the importance of each individual component to our described phenotype. Further studies focusing on T17 polarization will be required to delineate the mechanism of our result. T2 polarization of PBMCs does not generate IFNγ and IL-17, suggesting that Th1, Th17, and Th1.17 cells are generated during the process of T1 polarization rather than already existing in PBMCs. This is supported by studies of JIA naïve CD4^+^ cells that showed primary cells do not produce IFNγ and IL-17 and after T1 polarization higher levels of IFNγ and IL-17 are produced compared to HCs.

Dual IFNγ and IL-17 producing CD4^+^ Th cells called Th17.1, non-classic Th1, and ex-Th17 cells are identified in various autoimmune conditions, often at sites of inflammation (27, 40–43). JIA synovial fluid contains Th17.1 cells (26, 27). Th17.1 cells begin as Th17 cells that produce IFNγ in response to IL-12, then dual producing cells stop producing IL-17 and become sole IFNγ producers (26). In our study, we call the CD4^+^ JIA dual IFNγ and IL-17 producing cells Th1.17 cells. The JIA T1 polarization has more IL-17, Tbet and RORγT at the gene expression level. Normally, IL-12 drives T1 polarization to Th1 cells that increases Tbet and IFNγ and suppresses RORγT and IL-17 expression (44). IL-12 also shifts the Th17.1 cells to become sole IFNγ producers (26). Our culture conditions result in different findings, with IL-12 driving generation of dual-producing cells and RORγT and IL-17 expression. How Th1.17 cells are made during T1 polarization is unknown. There are several possibilities that are not mutually exclusive. One hypothesis is that JIA cells are resistant to IFNγ-induced suppression of Th17 pathways, resulting in IFNγ and IL-17 dual producers. A second possibility is that a small proportion of memory T cells expands to produce these cells. A third hypothesis is that JIA naïve T cells have an abnormal response to IL-12 resulting in dual activation of Tbet and RORγT driven pathways. In our studies, JIA naïve CD4^+^ cells produce IFNγ and IL-17 in response to T1 polarization. This supports that an abnormal response to IL-12 and T1 polarization contributes to the abnormal inflammatory cells. Additional studies are necessary to fully differentiate between these hypotheses and identify mechanistic drivers of Th1.17 cell production in JIA. Importantly, in JIA the inflammatory T1 and T17 phenotype is not present in T2 polarization suggesting counterregulatory pathways could prevent the inflammatory cells.

Biologic heterogeneity is present in JIA, and biologic phenotypes do not always clearly align with clinical phenotypes (6). During our studies, this biologic heterogeneity is exhibited by the observation that JIA PBMCs have a range of IFNγ and IL-17 production. How heterogeneity in JIA develops and whether it is due to genetics or environment or a combination of both is poorly understood. For example, a JIA patient with a monogenetic loss of function mutation in GATA3 exhibits a similar phenotype to the patients herein, with an increase in IFNγ and IL17 in T1 polarized cultures and an increase in IL17 in T17 polarized cultures (31). The molecular basis of this finding is due to loss of GATA3 function. Another study shows that rare variants are present in JIA and that these rare variants associate with immune pathways (45). Additionally, a JIA genome wide association study shows that the identified loci are over-represented in the Th17 cell differentiation pathway (46). An important question is, in JIA do rare mutations and genetic changes in the T1 and T17 polarization pathways contribute to development of IFNγ and IL-17 producing cells? Are JIA T cells genetically pre-programmed towards heightened inflammation? Determining whether JIA T cells have an innate tendency to become IFNγ and IL-17 producing cells, and how genetic mutations might contribute to this phenotype, may open new avenues for understanding disease onset pathogenesis and developing personalized approaches to JIA medication choices and diagnostics.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The studies involving human participants were reviewed and approved by Vanderbilt University Medical Center Institutional Review Board and Cincinnati Children’s Institutional Review Board. Written informed consent to participate in this study was provided by the participants’ legal guardian/next of kin.

## Author Contributions

AP and TA contributed to conception and design of the study. AP, KS, TE, DP, DF performed experiments and statistical analysis. PC performed bioinformatics and statistical analysis. AP, TG, and ST obtained patient biosamples and clinical data. AP and TA wrote the manuscript and prepared figures. All authors reviewed the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Institutes of Health [R01AI044924 to TA], [P30AR070549 and P01AR048929 to ST], [K08HL153789 and IK2BX005376 to DP], [K12HD087023 to Research Scholar AP]. The VUMC Flow Cytometry Shared Resource was supported by the National Institutes of Health [P30CA68485 to the Vanderbilt Ingram Cancer Center] and [DK058404 to the Vanderbilt Digestive Disease Research Center]. The Cincinnati Genomic Control Cohort was supported by the Cincinnati Children’s Research Foundation. This study was supported by the Ann M. Duffer Family Foundation. This study was supported by the Childhood Arthritis and Rheumatology Research Alliance and the Arthritis Foundation (CARRA-AF) [Fellows Small Grant to AP].

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Increased Development of Th1, Th17, and Th1.17 Cells Under T1 Polarizing Conditions in Juvenile Idiopathic Arthritis
**Source:** Front Immunol. 2022 Jul 4;13:848168. doi: 10.3389/fimmu.2022.848168
**Supplement:** Supplementary file 1

Supplementary Material

**
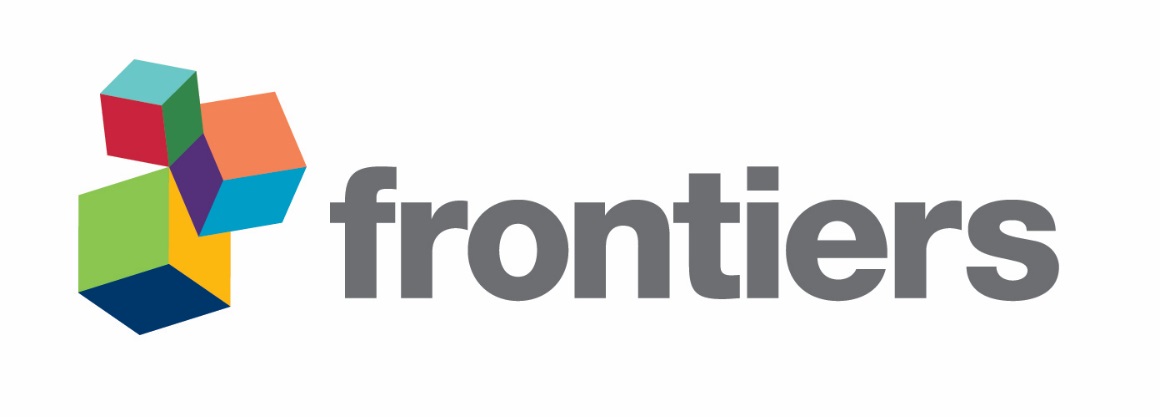
**

**SUPPLEMENTAL FIGURE 1.** T cell proliferation from child healthy control (HC) and JIA are the same. CFSE based T cell proliferation assay of HC and JIA PBMCs measured by flow cytometry on day 3. Proliferation index (PI) is the number of divisions per dividing cell. **(A)** Representative CD3^+^ cell flow cytometry plot of CFSE-stained cells. **(B)** Analysis of PI for CD3^+^, CD3^+^CD4^+^, and CD3^+^CD8^+^ cells. HC (N=14) and JIA (N=11). Shown is mean with standard deviation. Analysis by Welch’s t-test. No significant differences.

**
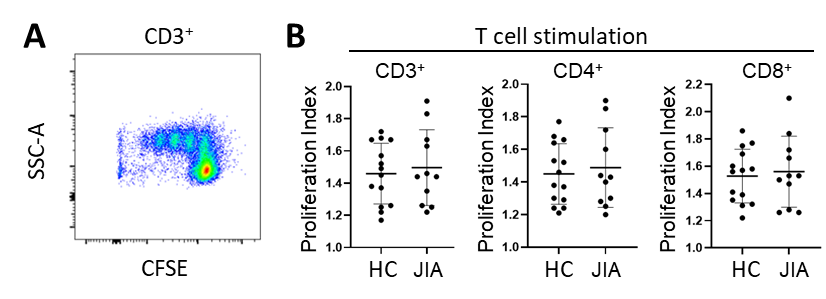
**

**SUPPLEMENTAL FIGURE 2.** Production of IL-5 and IL-13 from child healthy control (HC) and JIA *in vitro* polarized T2 cells. **(A)** IL-5 produced by T2 cells for HC and JIA. **(B)** IL-13 produced by T2 cells for HC and JIA. Shown is mean with standard deviation. Analysis by Welch’s t-test. No significant differences.

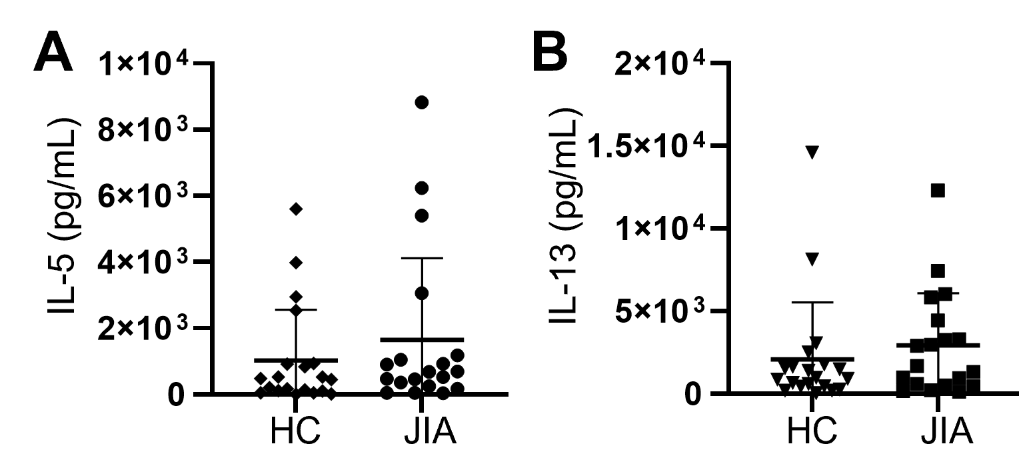

**SUPPLEMENTAL FIGURE 3.** T1 polarized cells from a single JIA patient at two timepoints separated by 5 months compared to two age matched child healthy controls (HC) showing IFNγ and IL-17 production by ELISA. The HC samples are nearly overlapping.

**
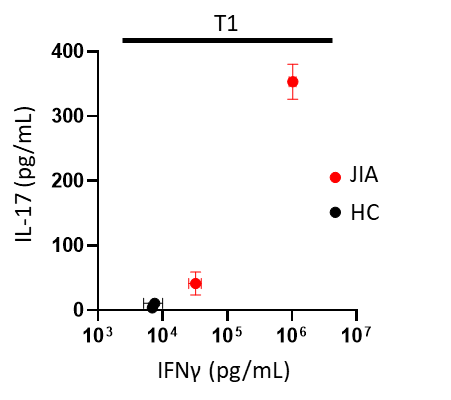
**

**SUPPLEMENTAL FIGURE 4.** T1, T2, and T17 cell subset frequencies vary and are the same between child healthy control (HC) and JIA. Polarized T1, T2, and T17 cells were analyzed by flow cytometry for CD3^+^CD4^+^ and CD3^+^CD8^+^ T cell subsets. **(A)** Analysis of CD3^+^CD4^+^ cell frequency and **(B)** CD3^+^CD8^+^ cell frequency in T1, T2, and T17 cells. T1 HC (N=11), T1 JIA (N=11), T2 HC (N=11), T2 JIA (N=10), T17 HC (N=11), T17 JIA (N=10). Shown is mean with standard deviation. Analysis by Welch’s t-test. No significant differences.

**
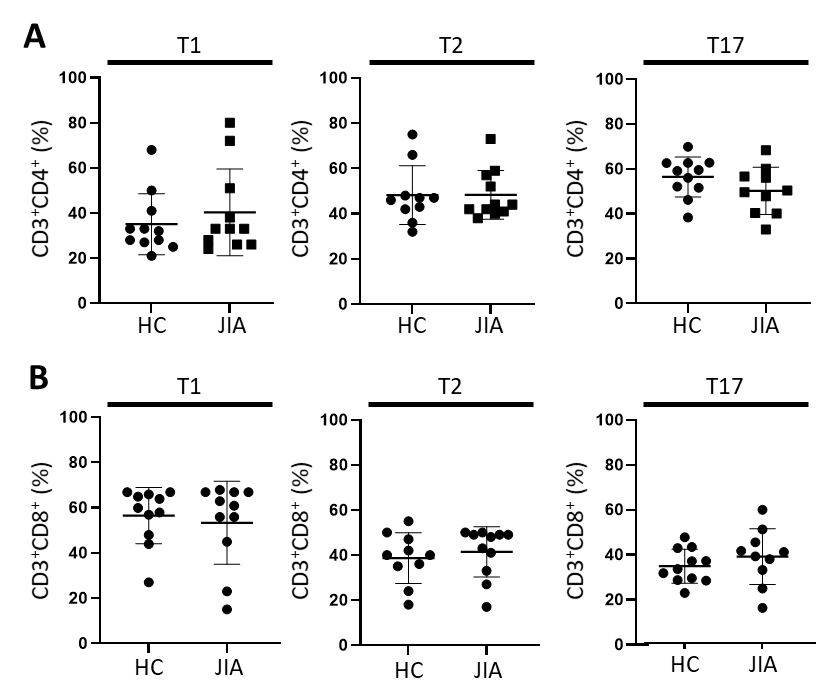
**

**SUPPLEMENTAL FIGURE 5.** STAT gene expression in child healthy control (HC) and JIA T1 and T2 cells. Gene expression of the STAT transcription factors STAT4, STAT1, and STAT3 were examined in HC and JIA polarized T1 and T2 cells using quantitative RT-PCR. HC T1 and T2 (N=13), JIA T1 (N=11), and JIA T2 (N=12). Gene expression is relative to GAPDH. Shown is mean and standard deviation. Analysis by Welch’s t-test. No significant differences.

**
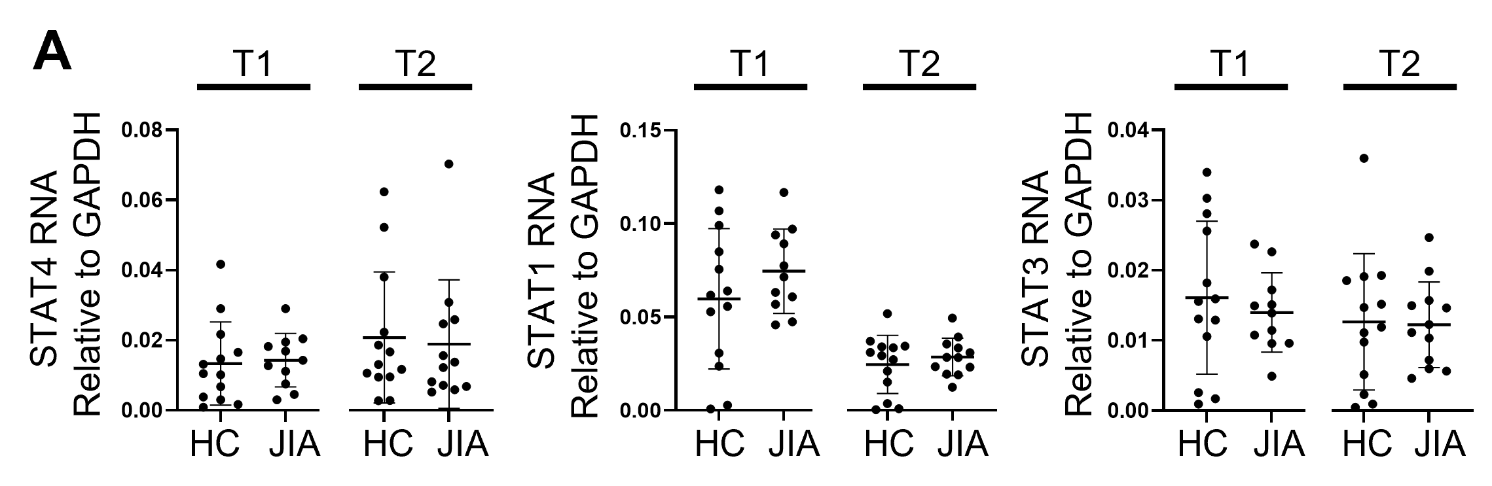
**

**SUPPLEMENTAL FIGURE 6.** Comparison of JIA T1 polarized culture production of cytokines by ELISA and flow cytometry. The 8 JIA samples with both data available were analyzed using a simple linear regression. **(A)** IFNγ production measured by ELISA compared to flow cytometry frequency of CD3^+^CD4^+^IFNγ^+^ cells. **(B)** IL-17 production measured by ELISA compared to flow cytometry frequency of CD3^+^CD4^+^IL-17^+^ cells.

**
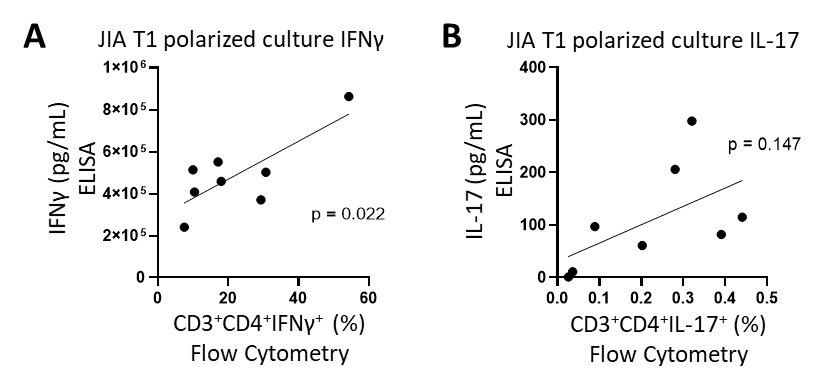
**

**SUPPLEMENTAL FIGURE 7.** Gene expression in JIA T1 polarized cells analyzed for flow cytometry (JIA^flow^) compared to T1 polarized JIA (JIA) and child healthy control (HC) T1 cells from Figure 3. Gene expression of IFNγ, IL-17, Tbet, and RORγT were examined in JIA^flow^ using quantitative RT-PCR. HC T1 (N=13), JIA T1 (N=11), and JIA^flow^ T1 (N=7). Gene expression is relative to GAPDH. Shown is mean and standard deviation.

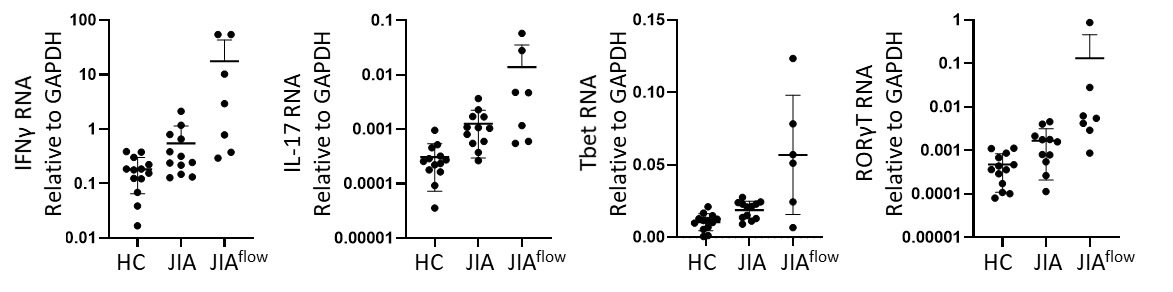

**SUPPLEMENTAL TABLE S1.** Demographic and clinical characteristics of 3 JIA and 3 child healthy control groups used for RNA sequencing.

|  | HC | JIA |
| --- | --- | --- |
| Number of cases | 3 | 3 |
| Age in months (range) | 60 (48-79) | 61 (48-84) |
| Gender, female, n (%) | 1 (33%) | 1 (33%) |
| Ethnicity, Caucasian, n (%) | 3 (100%) | 3 (100%) |
| ANA positive, n (%) * |  | 3 (100%) |
| JIA subtypes, n (%) |  |  |
| Polyarticular RF- |  | 3 (100%) |
|  |  |  |
| **Characteristics at Time of PBMC Collection** | | |
| Active joints, n (%) |  |  |
| 0-1 |  | 1 (33%) |
| >4 |  | 2 (67%) |
| Disease duration <1 month, n (%) |  | 0 (0%) |
| Time since diagnosis in months (range) |  | 8 (2-15) |
| Physician global assessment score (range) |  | 3 (1-5) |
| Current medications, n (%) |  |  |
| Methotrexate only |  | 1 (33%) |
| Methotrexate + Biologic |  | 2 (67%) |

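Table S2 lists genes from the DESeq2 comparison of the 3 HC and 3 JIA T1 libraries. Its log2 fold changes are those of HC over JIA, so that a negative value is a gene increased in JIA, and its p-values are unadjusted. In edgeR's fit of the same libraries, expressed as JIA over HC, the log2 fold changes of its 17 increased genes lay between 1.67 and 3.08. Those of its 16 decreased genes lay between -3.93 and -1.52. The HC and JIA values did not overlap for 10 of the 17 and for 13 of the 16 genes, which were chosen on these same values. JIA replicate 1 had the highest value of the 6 libraries in 17 of the 17 increased genes and the lowest in 12 of the 16 decreased genes, with 0 counts in 5 of these. With replicates 2 and 3 of each group only, a setting chosen after the libraries were seen, all 17 and all 16 genes had the same direction, and 8 and 9 of them had an unadjusted p under 0.05.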

**SUPPLEMENTAL TABLE S2.** T1 cell differentially expressed genes between JIA and child healthy control with p <0.05.

|  | **baseMean** | **log2FoldChange** | **lfcSE** | **stat** | **pvalue** | **Ensemble** |
| --- | --- | --- | --- | --- | --- | --- |
| LINC00887 | 229.5036228 | -3.282064262 | 1.444277997 | -2.27246019 | 0.023058729 | ENSG00000214145 |
| IFNL1 | 258.1045835 | -3.280737223 | 0.776968794 | -4.22248261 | 2.42E-05 | ENSG00000182393 |
| IL17A | 270.8269026 | -3.277124939 | 1.119003182 | -2.92861092 | 0.003404803 | ENSG00000112115 |
| TSKS | 235.5305558 | -3.275720858 | 1.286906837 | -2.54542190 | 0.010914577 | ENSG00000126467 |
| CTD.3222D19.12 | 294.3359079 | -3.158557878 | 1.227074285 | -2.57405596 | 0.010051401 | ENSG00000269399 |
| HES1 | 126.7289088 | -2.987802108 | 1.224955559 | -2.43911061 | 0.014723461 | ENSG00000114315 |
| RP5.890E16.2 | 229.4133056 | -2.833468025 | 1.184252234 | -2.39262206 | 0.016728463 | ENSG00000263412 |
| IL17F | 2317.845574 | -2.66606902 | 1.309882749 | -2.03534936 | 0.041815732 | ENSG00000112116 |
| TMEM213 | 189.6759105 | -2.595901796 | 1.214562309 | -2.13731463 | 0.032572409 | ENSG00000214128 |
| IFNB1 | 161.8574342 | -2.532044582 | 1.018380609 | -2.48634406 | 0.012906312 | ENSG00000171855 |
| SPSB2 | 512.4596369 | -2.51991147 | 1.066840919 | -2.36203113 | 0.018175116 | ENSG00000111671 |
| ALDH4A1 | 317.4531246 | -2.452131272 | 1.063467843 | -2.30578788 | 0.021122487 | ENSG00000159423 |
| PLAT | 264.691779 | -2.428523342 | 1.169882525 | -2.07586940 | 0.037906031 | ENSG00000104368 |
| RP4.575N6.4 | 314.7985737 | -2.298054783 | 0.928821924 | -2.47416078 | 0.013354958 | ENSG00000225938 |
| CBLN3 | 284.0859812 | -2.244566683 | 0.947984473 | -2.36772515 | 0.017897826 | ENSG00000139899 |
| OLIG3 | 235.0267266 | -2.170276142 | 1.019424638 | -2.12892259 | 0.033260665 | ENSG00000177468 |
| LGALS17A | 121.6447874 | -1.906670276 | 0.94451033 | -2.01868652 | 0.043519812 | ENSG00000226025 |
| RPL23AP7 | 681.8760017 | 1.326339363 | 0.645494049 | 2.054766215 | 0.039901591 | ENSG00000240356 |
| IGFBP4 | 1703.92069 | 1.50895516 | 0.638139996 | 2.364614611 | 0.018048842 | ENSG00000141753 |
| CD79A | 1196.922598 | 1.550079696 | 0.735851558 | 2.106511399 | 0.035159954 | ENSG00000105369 |
| ASS1 | 5514.66332 | 1.591156362 | 0.705868508 | 2.254182393 | 0.024184696 | ENSG00000130707 |
| RAB38 | 466.1593356 | 1.659537425 | 0.790881514 | 2.098338872 | 0.035875221 | ENSG00000123892 |
| PDLIM1 | 723.6751717 | 1.73225893 | 0.841364041 | 2.0588697 | 0.039506722 | ENSG00000107438 |
| CPNE2 | 545.8580394 | 2.35572233 | 0.962119066 | 2.448472764 | 0.014346328 | ENSG00000140848 |
| IGHG4 | 89.29080387 | 2.457653534 | 1.128559093 | 2.177691491 | 0.029429013 | ENSG00000211892 |
| IGFBP2 | 3038.714142 | 2.720820675 | 1.226558216 | 2.218256451 | 0.026537352 | ENSG00000115457 |
| RP11.253E3.1 | 115.599896 | 2.828023209 | 1.266370837 | 2.23317146 | 0.02553764 | ENSG00000234589 |
| IGHG1 | 1448.149994 | 2.889952643 | 1.181303481 | 2.446409995 | 0.014428682 | ENSG00000211896 |
| JCHAIN | 112.0140031 | 2.896349233 | 1.414098409 | 2.048194959 | 0.0405409 | ENSG00000132465 |
| IGHA2 | 70.74929883 | 3.009949306 | 1.535003057 | 1.960875122 | 0.049893592 | ENSG00000211890 |
| RPL23AP4 | 97.7935494 | 3.098787818 | 1.489313048 | 2.080682649 | 0.037462963 | ENSG00000212932 |
| IGHGP | 107.814981 | 3.299373358 | 1.616838141 | 2.040633057 | 0.041287314 | ENSG00000253755 |
| SP5 | 99.92999701 | 3.744806407 | 1.583113431 | 2.365469418 | 0.01800723 | ENSG00000204335 |

How the deposited data were processed for this re-analysis (not part of the article)

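RNA from T1 cultures of 3 HC and 3 JIA patients was measured by sequencing. The authors deposited a table of read counts for 57773 genes in the 6 libraries, unnormalized and unfiltered. The authors also deposited a table of their DESeq2 comparison with 11612 genes. In it, the mean signal of each gene is the authors' mean of counts divided by DESeq2's size factors, the log2 fold change is the authors' value of HC over JIA with its standard error, the score is the authors' Wald statistic, and the p-values are the authors' unadjusted and adjusted values. The paper names stranded library preparation, paired-end sequencing and DESeq2. Its text does not name the aligner, the counting tool, the genome build, the annotation, the use of strand in counting or DESeq2's filter. Each count column was assigned to its library by its name, and 0 columns of samples were left unused.

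Gene symbols were taken from the deposited comparison table for 11612 genes, from a table of gene names for 28177, and from GENCODE 29 for 12569, and 5415 genes kept their identifier. Of the 57773 identifiers, 52338 are in GENCODE 29 (GRCh38), which gave gene positions. The count table lists 37 mitochondrial genes with 0 counts in total, and IGKC also with 0 counts, so these genes are listed at 0 and were not measured here. Libraries held between 33213210 and 91836642 counts. The level that a count of 0 allows was set at 3 counts of a library.

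The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with the group, counts were scaled by TMM, and JIA was compared with HC by edgeR's quasi-likelihood test with robust dispersion and no covariate, with Benjamini-Hochberg adjustment over the 18159 genes tested. The threshold of 0.05 on the unadjusted p is the paper's, and the same threshold was used on the adjusted p. The limits of 3 counts and the CPM of genes not tested used TMM factors computed over all genes. The CPM of genes tested used other TMM factors, so these levels and the limits are on different scales. In HC replicate 1, for example, 32 counts of IFNL1 are given as 1.00 CPM. In the same library, 24 counts of IL9, which was not tested, are 0.676 CPM. Exact two-sided permutation tests compared the 6 values of single genes, where 3 against 3 allow no p below 0.1.

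Lists of 13 kinds of genes (Th17, Th1, Th2, regulatory T cell, cytotoxic, B cell, immunoglobulin constant, plasma cell, monocyte, natural killer cell, interferon-stimulated, proliferation and pan T cell) were written before the data were examined, as were the design, the alternatives in processing and the rule for which genes are named. The lists were written with knowledge of Table S2. They were tested with camera at a preset correlation of 0.01 and for overrepresentation among the calls with a one-sided Fisher's exact test against all genes tested. They stand in for the PANTHER test of the paper, since the Gene Ontology annotation was not used here. The rule named every gene of Table S2, the genes the paper names for polarized T cells, the members of the lists, and the 5 genes in each direction with the smallest p among those without overlap between groups. Genes that could tell donors apart, such as immunoglobulin variable segments, were left out of the names and are given as a count only. The result of 1 of the genes chosen beforehand is not reported here.

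Alternatives were DESeq2's Wald test with and without a prior on fold changes, limma-voom, RLE, upper-quartile and library size scaling, no filter, at least 10 counts in every sample, a mean normalized count of at least 70, the replicate number as a block, non-robust dispersion, each library left out in turn, camera with an estimated correlation, fry, an unadjusted p under 0.01 for the calls, and lists without the genes of Table S2. Added after the data were seen were DESeq2 on genes with at least 600 counts, replicates 2 and 3 only, replicate 1 as a covariate, limma-voom with sample weights, and fry on replicates 2 and 3.

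The replicate numbers were checked as pairs. The paper says that each JIA patient had a matched HC, and its text does not link these pairs to the numbers. The correlation across genes of deviations from the group means was 0.527 for replicates 1, 0.461 for replicates 2 and 0.469 for replicates 3, so same-numbered libraries deviated together. The crossed correlations of replicates 2 and 3 were 0.469 and 0.471, and those of replicate 1 with the other numbers lay between -0.505 and -0.486, so the pairing mainly sets replicate 1 apart.

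The fits by edgeR, by edgeR with the replicate number as a block, by DESeq2 and by limma-voom were tested on simulated counts in which 200 genes changed by a log2 fold change of 3. At the dispersion of replicates 2 and 3 of each group (0.0903), edgeR recovered 100% of these at an adjusted p under 0.05, with 6 false calls among 17634 genes. At the dispersion of all 6 libraries (1.16), edgeR recovered 0% at an adjusted p under 0.05 and 50% at an unadjusted p under 0.05 among 16706 genes. DESeq2 recovered 15.5% at an adjusted p under 0.05, with 53 false calls. The simulated libraries were independent, with the same dispersion for all genes and no effect shared by libraries of a replicate number. The changed genes were drawn from those above the median level. The simulation therefore does not test how these fits, the block included, handle the deviation of replicate 1. The other filters, scalings, priors, covariates and weights were not simulated.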

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

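In this part, edgeR's test of all 6 libraries, the left-out libraries, the replicate block and the naming rule were set beforehand. The other tests were chosen after the results were seen.

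FLJ45513, an antisense gene outside Table S2 and outside the authors' deposited table, was the 1 gene besides IFNL1 with increased expression in JIA at an unadjusted p under 0.05. Its log2 fold change was 4.32 (standard error 1.84, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its CPM was 0, 0.113 and 0.0333 in HC replicates 1 to 3 and 2.82, 0.249 and 0.221 in JIA replicates 1 to 3. Its level is uncertain, because the paper's text does not say whether counting used strand and reads of the overlapping gene could be included. JIA replicate 1 held the largest value. Without that library the log2 fold change was 2.08, with the replicate number as a block it was 3.35, and with replicates 2 and 3 only it was 1.59, each with an unadjusted p above 0.05. The unadjusted p was above 0.05 in all 6 fits that each left out 1 library, where the log2 fold change reached 5.73 without HC replicate 2. The gene was picked on all 6 libraries, so an effect of replicate 1 and a difference between JIA and HC cannot be told apart for this gene. In all 10 of the 10 splits of the 6 libraries into groups of 3, each of the directions held at least 2 genes. That is as many as were increased in JIA, so a grouping by chance stays open too. A comparison of 3 against 3 allows no share under 0.1.

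Outside Table S2, 22 genes had decreased expression in JIA at an unadjusted p under 0.05. All 22 had 0 counts in JIA replicate 1 and fewer than 600 counts in total, and 7 of them are immunoglobulin variable segments. Of all genes tested, 49.9% had 0 counts in JIA replicate 1. By the naming rule, the genes with the smallest p were AC010186.1 (log2 fold change -5.14), ENSG00000256316 (-5.32), SSR4P1 (-4.43), KCNE2 (-3.71) and AD001527.1 (-3.84), each with an adjusted p of 1.00 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SSR4P1 is a pseudogene, and AC010186.1 and AD001527.1 are antisense genes, so reads of other genes could be counted on them. Loss of transcripts from JIA replicate 1 is a candidate explanation. With replicates 2 and 3 only, 22 of the 22 were lower in JIA and 14 had an unadjusted p under 0.05. Since the genes were picked on all 6 libraries, this does not decide, and a loss in JIA replicate 1 and a difference between JIA and HC cannot be told apart for them. In 6 of the 10 splits of the libraries, as many genes were lower in one group.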

How the results depend on the processing

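Settings added after the data were seen are named as added. In every setting, planned or added, 0 genes had an adjusted p under 0.05. With all 6 libraries, 2 genes were increased and 25 decreased at an unadjusted p under 0.05, and 4 genes of Table S2 passed. All 33 genes of Table S2 kept their direction in every setting that tested them, and 23 were tested where at least 10 counts in every sample were required.

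The counts of increased genes, decreased genes and Table S2 genes at an unadjusted p under 0.05 were 62, 116 and 30 with DESeq2, and 49, 106 and 29 with DESeq2 and a prior on fold changes. With limma-voom, 4 and 86 genes were increased and decreased. RLE factors gave 4 increased and 19 decreased genes with 2 genes of Table S2, upper-quartile factors 5 and 36 with 2, and library size alone 1 and 5 with 1. Without a filter there were 274 and 358 of 31129 genes. With at least 10 counts in every sample there were 17 and 9 of 8602 genes, with 18 genes of Table S2, and with a mean normalized count of at least 70 there were 7 and 5. The replicate block gave 25 and 31, and non-robust dispersion 1 and 18. Each left-out library gave from 1 to 14 increased and from 13 to 75 decreased genes, with 0 to 7 genes of Table S2, and both largest counts came without JIA replicate 1. Of the added settings, DESeq2 on genes with at least 600 counts gave 17, 16 and 33, replicates 2 and 3 only gave 260, 443 and 17, replicate 1 as a covariate gave 47, 90 and 9, and limma-voom with sample weights gave 246, 656 and 21. DESeq2 called 26 of the same 27 genes as edgeR with all libraries, the setting without a filter 12, and replicates 2 and 3 only 17. The causes were not tested, apart from the number of genes tested under the filters and the dispersion, which fell from 1.16 to 0.0903 with replicates 2 and 3 only.

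Increased genes were 7.41% of the calls with TMM, 17.4% with RLE factors, 12.2% with upper-quartile factors and 16.7% with library size alone. They were 34.8% with DESeq2. The median log2 fold change of all genes was -0.16 with TMM and -0.06 with RLE factors, a shift of about 0.1, and -0.12 with the other scalings.

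The Th17 list had an adjusted p of 0.00372 (camera, as for the lists below). It was 0.142 with an estimated correlation, 0.564 with fry, 0.235 without the genes of Table S2, with replicates 2 and 3 only 9.76e-05 and with fry on these 0.654 (both added), and 0.000840 to 0.170 with each library left out. The B cell list went from 0.0299 to 0.504, 0.564, 0.117, 0.000139 and 0.654 in the same settings, to 0.114 with the replicate block, and to 0.0241 to 0.344 with each library left out. The immunoglobulin constant list went from 6.30e-06 to 0.0802 with an estimated correlation, 0.0605 with fry, 6.76e-30 with replicates 2 and 3 only, 0.207 with fry on these, and 7.43e-18 to 0.0720 with each library left out.

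Of the Th17 list, 0 genes were among the increased calls, and 2 were with DESeq2, 2 with DESeq2 on genes with at least 600 counts and 4 with replicates 2 and 3 only. With each library left out there were 0 to 1. Of the B cell list, 0 were among the decreased calls, 1 with DESeq2 on genes with at least 600 counts (adjusted p = 0.113, Fisher's exact test) and 5 with replicates 2 and 3 only. Of the immunoglobulin constant list, 1 was among the decreased calls, 3 with DESeq2, 2 with the replicate block, 3 with DESeq2 on genes with at least 600 counts, 10 with replicates 2 and 3 only, and 0 to 9 with each library left out.

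Some directions reversed, and none of the reversed fits passed a threshold. For a list, the direction is the one that camera or fry gives, which need not be the sign of the median. With all libraries, for example, camera's direction for Th1 was up, while the median was -0.15. The log2 fold change of TBX21 was -0.10, and it was 0.017 with DESeq2, 0.013 with its prior, 0.017 with RLE factors, 0.0066 with DESeq2 on genes with at least 600 counts, 0.14 with replicates 2 and 3 only, 0.095 with limma-voom and sample weights, and -0.43 to 0.24 with each library left out. Of the lists, Th1 reversed with fry (adjusted p = 0.803) and at least 10 counts in every sample (0.843), and regulatory T cell with the same settings (0.803 and 0.843) and the replicate block (0.799). The cytotoxic list reversed with RLE factors (0.924), and the monocyte list with fry (0.803), replicates 2 and 3 only (0.152) and fry on these (0.654). With each library left out, the reversed fits had an adjusted p of 0.776 and 0.939 for Th1, 0.817 for regulatory T cell, 0.0509, 0.939 and 0.0602 for cytotoxic, 0.718, 0.788 and 0.220 for monocyte, 0.899 for natural killer cell and 0.718, 0.969 and 0.899 for pan T cell. Over all 6 of these fits, reversed or not, it was 0.335 to 0.939 for Th1, 0.693 to 0.969 for regulatory T cell, 0.00235 to 0.939 for cytotoxic, 0.220 to 0.899 for monocyte, 0.0497 to 0.926 for natural killer cell and 0.335 to 0.969 for pan T cell. The values of 0.00235 (without JIA replicate 1) and 0.0497 (without HC replicate 2) kept the direction found with all libraries. The causes were not tested.

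Among the single genes and the other lists, DESeq2 brought 27 more results past 0.05, while with each library left out 50 results fell short of it and 13 passed it. Of the genes named by the rule set beforehand, the replicate block brought IL17F, IFNG, IGHM, IGFBP2, GZMB and IGLC3 past an unadjusted p of 0.05 and took IGHG1 and FLJ45513 above it. Of the 27 genes called with all libraries and no block, it called 13. All alternatives set beforehand were run. By counting error alone, a gene with 0 counts in JIA replicate 1 could lie at up to 0.182 CPM, with TMM factors computed over all genes. This limit does not cover a loss of transcripts in that library, so the level of such a gene could be higher.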

Differences from the paper's values

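The paper gives 17 genes with increased expression in JIA at an unadjusted p under 0.05, and 2 were found here with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, requiring at least 10 counts in every sample gave 17, the replicate block gave 25 and leaving out JIA replicate 1 gave 14, each within 1.5 times the paper's 17, while the others did not close the gap. The other alternatives gave 62 with DESeq2, 49 with DESeq2 and a prior on fold changes, 4 with limma-voom, 4 with RLE factors, 5 with upper-quartile factors, 1 with library size alone, 274 without a filter, 7 with a mean normalized count of at least 70, 1 with non-robust dispersion, and 1 to 7 with one of the other 5 libraries left out.

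The paper gives 16 genes with decreased expression in JIA, and 25 were found here. RLE factors gave 19, non-robust dispersion 18, leaving out HC replicate 2 gave 13 and leaving out HC replicate 3 gave 14, each within 1.5 times the paper's 16, and the remaining alternatives set before the data were examined, which gave between 5 and 358 genes, did not close the gap. With DESeq2 on genes with at least 600 counts in total, a setting chosen after seeing the values in the authors' deposited table, the counts were 17 and 16, the same as the paper's, and all 33 genes of Table S2 were called.

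The paper's log2 fold changes in Table S2 are HC over JIA, with the sign opposite to the values given here. On one scale, 0 of the 33 differed from edgeR's by more than the larger error with all 6 libraries. This number was 19 with DESeq2 and a prior, 14 without JIA replicate 1, 4 without HC replicate 1, 3 with limma-voom, 1 without JIA replicate 2 and 0 with the other alternatives set before the data were examined, where 23 of the genes were tested with at least 10 counts in every sample. Of the settings added after seeing the data, it was 17 with replicates 2 and 3 only, 15 with limma-voom and sample weights, 2 with replicate 1 as a covariate and 0 with DESeq2 on genes with at least 600 counts. Of the 33 genes the paper calls, 4 had an unadjusted p under 0.05 here, against 30 with DESeq2, 29 with DESeq2 and a prior, 18 with at least 10 counts in every sample, 6 with limma-voom, 6 with non-robust dispersion, 5 with the replicate block, 5 with a mean normalized count of at least 70, 3 without a filter, 2 with RLE factors, 2 with upper-quartile factors, 1 with library size alone, and 0 to 7 with each library left out. The setting with replicates 2 and 3 only, added after seeing the data, called 17, limma-voom with sample weights called 21, and replicate 1 as a covariate called 9.

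The paper names IFNL1 and IL17A as the most overexpressed protein coding genes. Here TSKS, with a log2 fold change of 3.02, lay between IFNL1 (3.08) and IL17A (2.98) among the genes of Table S2, and IFNL1 and IL17A ranked 24 and 27 among all 13235 protein coding genes tested. IFNL1 and IL17A were the highest pair of Table S2's protein coding genes with DESeq2, DESeq2 and a prior, RLE factors, library size alone, no filter, at least 10 counts in every sample and without JIA replicate 2. They were also the highest pair with DESeq2 on genes with at least 600 counts and with replicate 1 as a covariate, both added after seeing the data. Among the protein coding genes given a p-value, they ranked 1 and 2 with DESeq2 and a prior and with DESeq2 on genes with at least 600 counts. In the latter fit S100A9, which was given no p-value, had a higher log2 fold change, at 3.94.

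The paper states an enrichment of IL-17 signaling among the increased genes. Here 0 genes of the Th17 list were among the 2 increased calls. With DESeq2, 2 were among the increased calls, IL17A and IL17F (adjusted p = 0.0126, one-sided Fisher's exact test). The lists were written with knowledge of Table S2, which came from these same libraries, so these tests are not independent evidence. The paper states an enrichment of B cell receptor signaling among the decreased genes. Of the B cell list, 0 genes were among the 25 decreased calls, 1 was with DESeq2 on genes with at least 600 counts (adjusted p = 0.113, one-sided Fisher's exact test), and 5 were with replicates 2 and 3 only (adjusted p = 0.000197, the same test), both added after seeing the data. Of the immunoglobulin constant list, 1 gene was among the decreased calls, and 3 were with DESeq2 (adjusted p = 0.000895, one-sided Fisher's exact test). The 25 decreased calls also held 7 immunoglobulin variable segments, which are on neither list. With DESeq2 on genes with at least 600 counts, also added after seeing the data, 2 genes of the Th17 list were among the increased calls (adjusted p = 0.00164) and 3 of the immunoglobulin constant list among the decreased calls (adjusted p = 6.25e-06, one-sided Fisher's exact test for both). With replicates 2 and 3 only, these were 4 (adjusted p = 0.000247) and 10 (adjusted p = 9.88e-15, the same test).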

Other observations

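In this part, edgeR's test and the tests of the gene lists on all libraries, with camera and fry, were set before the data were examined. So were camera's estimated correlation, the replicate block and each library left out in turn. The tests of transcript length, GC content and library splits for DESeq2 and for the gene lists were set before their results were seen. The other tests were chosen after the results were seen.

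Replicate 1 of both groups stood apart from the other libraries. Besides detecting fewer genes, it had counts that were even numbers for 78.0% of the detected genes in HC and 90.7% in JIA, against 59.6% to 60.4% in the other 4 libraries. Counting both reads of a pair would give an excess of even counts in all libraries, and neither this nor the larger excess in replicate 1 was tested for its origin. A lower sequencing depth as the cause is argued against, since the other libraries, thinned to the 33213210 counts of the smallest library, still detected at least 24547 genes, while HC replicate 1 with its 56464195 counts detected 17038. Few starting molecules per gene that were then amplified is a candidate explanation, since at most 8.06% of detected genes had fewer than 10 counts in replicate 1, against at least 22.05% in the others. A loss of long transcripts is another. Across 10674 genes with a length, the log2 difference of replicate 1 from replicates 2 and 3 fell with transcript length, with a Spearman correlation of -0.688 in HC and -0.542 in JIA. The median difference went from 1.80 in the shortest of 4 equal length classes to -2.09 in the longest in HC, and from 1.51 to -2.79 in JIA. A trend with GC content remained after length was taken out, with a correlation of 0.236 in HC and 0.131 in JIA. Genes are not independent replicates. The paper says that all samples were sequenced consecutively, and neither it nor the labels give a batch, so no batch was tested. No biological explanation was tested.

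The spread of all 6 libraries may be set by replicate 1. With replicates 2 and 3 only, 3.63% of genes had an unadjusted p under 0.05 and the common dispersion was 0.0903. Leaving out replicate 2 of both groups instead gave 0.0626% of genes at a dispersion of 1.96, and leaving out replicate 3 gave 0.0216% at 2.03. At an adjusted p under 0.05 there were 0 genes in all 3 fits. The genes increased and decreased at an unadjusted p under 0.05 were 260 and 443 without replicate 1, 4 and 7 without replicate 2, and 1 and 3 without replicate 3.

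The 6 libraries can be split into groups of 3 in 10 ways, so that no share of splits falls under 0.1. In 6 of the 10 splits, the real one included, at least 27 genes had an unadjusted p under 0.05, and in 7 of 10 splits DESeq2 on genes with at least 600 counts called at least as many genes as in the real split. The 4 splits that put both replicate 1 libraries in one group gave 1371 to 1590 genes in edgeR's test. Of the 4 splits that part all 3 replicate numbers, as the real one does, 1 gave as many genes with edgeR and 2 gave as many with DESeq2 on genes with at least 600 counts, the real split included in both. The p of the Th17 list was as small in 1 of the 10 splits, that of the B cell list in 2 and that of the immunoglobulin constant list in 1, the real one included. With 3 cultures against 3, a difference between JIA and HC and a grouping of the libraries by chance cannot be told apart for these counts and lists.

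Replicate 1 alone is a candidate explanation for the higher IL17A, IL17F, IFNL1 and IFNB1 in JIA, since JIA replicate 1 had the highest value of each. All 4 genes were higher in both JIA libraries than in both HC libraries of replicates 2 and 3. Their log2 fold changes there were 2.73, 3.17, 2.68 and 2.30, and each had an unadjusted p under 0.05. Of the 19378 genes tested in those libraries, 44, or 0.227%, had at least as large an increase without overlap. The genes were picked by the paper on these same libraries, so replicate 1 and a difference between JIA and HC cannot be told apart by this test. A difference between JIA and HC stays open, and the paper selected the JIA patients on IFNγ and IL-17 production. IFNG, which is not in Table S2, had a log2 fold change of 0.84 there, with an unadjusted p under 0.05.

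Immunoglobulin transcripts were lower in JIA by more than B cell transcripts in replicates 2 and 3. The mean log2 CPM of immunoglobulin constant genes minus that of B cell genes changed by -1.35 from HC to JIA, where libraries of one group differed by at most 0.795. For replicates 2 and 3, this argues against fewer B lineage cells of all stages as the whole cause. With all 6 libraries the change was -0.76, since JIA replicate 1 had the largest difference, at 2.12. The groups then overlapped, with differences of -0.0582 to 1.69 in HC and of -1.48 to 2.12 in JIA. The test therefore does not decide for all 6 libraries. Loss of transcripts in JIA replicate 1 as the whole cause is argued against as well, since 11 of the 11 immunoglobulin constant genes tested were lower in JIA with replicates 2 and 3 only. IGHM, for example, had a log2 fold change of -0.97 there, with an unadjusted p under 0.05. With all 6 libraries it was -0.95 and did not pass, and with the replicate number as a block it was -0.91 and passed. Reads shared between immunoglobulin constant genes stay open for single genes. A candidate explanation that remains is fewer plasma cells or less immunoglobulin expression per B cell in the JIA cultures. Of 9 plasma cell genes, 7 were lower in JIA, with a median log2 fold change of -0.35 (adjusted p = 0.0586, camera), and the adjusted p was 0.000147 with replicates 2 and 3 only, 0.588 with fry on those libraries and 0.0315 to 0.390 with each library left out. The median was -1.12 to -0.17 with each library left out.

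A general interferon response may accompany the higher IFNB1 and IFNL1 in JIA. Of 18 interferon-stimulated genes tested, 15 were higher in JIA, with a median log2 fold change of 0.13 (adjusted p = 0.00607, camera). With replicates 2 and 3 only, 17 of 18 were higher and the adjusted p was 4.55e-06 (camera). With fry it was 0.854 on all 6 libraries and 0.654 on replicates 2 and 3, with an estimated correlation it was 0.508, without HC replicate 1 it was 0.437 and without JIA replicate 2 it was 0.314 (camera). The median was -0.12 without HC replicate 1, with 7 of 18 genes higher, and -0.29 without JIA replicate 2, with 6 of 18 higher. It was 0.62 without HC replicate 3 (adjusted p = 0.000217, camera) and 0.58 without JIA replicate 1 (adjusted p = 0.00162), each with 15 of 18 higher. With the replicate number as a block, 10 of 18 were higher (adjusted p = 0.00646, camera). Since the set tests part and the sign of the median depends on single libraries, an interferon response and a shift shared by correlated genes cannot be told apart.

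Other lists were tested in the same way. Of 7 Th2 genes, 6 were higher in JIA with a median log2 fold change of 0.43 (adjusted p = 0.0299, camera). The adjusted p was 0.156 with replicates 2 and 3 only and 0.776 without HC replicate 1, where 3 of 8 genes were higher. It was above 0.05 in 4 of the 6 fits that each left out 1 library, and 0.0108 with the replicate number as a block. The median went from -0.18 without HC replicate 1 to 0.82 without JIA replicate 1. Of 14 proliferation genes, 8 were higher with a median of 0.10 (adjusted p = 0.0277, camera), and the adjusted p was 0.526 without JIA replicate 1. It was 0.00281 with the replicate number as a block and 5.83e-05 with replicates 2 and 3 only, where 14 of 14 were higher with a median of 0.34, and 0.654 with fry on these. The median was -0.13 to 0.31 with each library left out. Neither call held with an estimated correlation (0.504 for each) or with fry (0.803 for each). The remaining lists had an adjusted p above 0.05 in camera, with 0.868 for 13 Th1 genes (median -0.15), 0.868 for 8 regulatory T cell genes (-0.03), 0.868 for 9 cytotoxic genes (-0.12), 0.813 for 6 monocyte genes (0.82), 0.280 for 10 natural killer cell genes (-0.74) and 0.813 for 11 pan T cell genes (-0.40). With each library left out, these medians were -0.60 to 0.33 for Th1, -0.14 to 0.0067 for regulatory T cell, -1.15 to 0.51 for cytotoxic, -0.91 to 0.84 for monocyte, -1.33 to -0.44 for natural killer cell and -0.48 to -0.21 for pan T cell. Of the natural killer cell genes, 0 were higher and 10 were lower with all 6 libraries, 3 were higher without HC replicate 1, and with replicates 2 and 3 only 5 were higher and 5 lower, with a median of -0.13. For every list, 0 genes passed 0.05 when adjusted over the list alone.

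TBX21, which encodes Tbet, had 85.6 ± 10.3 CPM in HC and 80.0 ± 36.7 CPM in JIA (SD, n = 3 each). Its log2 fold change was -0.10 (standard error 0.63, adjusted p = 1.00, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper's RT-PCR of larger groups of T1 cultures, which were not analysed here, found higher Tbet in JIA.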
